# Modulating mitofusins to control mitochondrial function and signaling

**DOI:** 10.1038/s41467-022-31324-1

**Published:** 2022-07-07

**Authors:** Emmanouil Zacharioudakis, Bogos Agianian, Vasantha Kumar MV, Nikolaos Biris, Thomas P. Garner, Inna Rabinovich-Nikitin, Amanda T. Ouchida, Victoria Margulets, Lars Ulrik Nordstrøm, Joel S. Riley, Igor Dolgalev, Yun Chen, Andre J. H. Wittig, Ryan Pekson, Chris Mathew, Peter Wei, Aristotelis Tsirigos, Stephen W. G. Tait, Lorrie A. Kirshenbaum, Richard N. Kitsis, Evripidis Gavathiotis

**Keywords:** Mitochondria, Cell death, Small molecules

## Abstract

Mitofusins reside on the outer mitochondrial membrane and regulate mitochondrial fusion, a physiological process that impacts diverse cellular processes. Mitofusins are activated by conformational changes and subsequently oligomerize to enable mitochondrial fusion. Here, we identify small molecules that directly increase or inhibit mitofusins activity by modulating mitofusin conformations and oligomerization. We use these small molecules to better understand the role of mitofusins activity in mitochondrial fusion, function, and signaling. We find that mitofusin activation increases, whereas mitofusin inhibition decreases mitochondrial fusion and functionality. Remarkably, mitofusin inhibition also induces minority mitochondrial outer membrane permeabilization followed by sub-lethal caspase-3/7 activation, which in turn induces DNA damage and upregulates DNA damage response genes. In this context, apoptotic death induced by a second mitochondria-derived activator of caspases (SMAC) mimetic is potentiated by mitofusin inhibition. These data provide mechanistic insights into the function and regulation of mitofusins as well as small molecules to pharmacologically target mitofusins.

## Abstract (web summary)

Mitofusins regulate mitochondrial fusion. Here the authors identify small molecules that activate or inhibit mitofusins’ activity and modulate mitochondrial fusion and functionality. Inhibition of mitochondrial fusion promotes minority MOMP, caspase-3/7 activation, and DNA damage.

## Introduction

Mitochondria fuse, divide, and interact with other organelle structures to regulate cellular fitness and fate while they produce the majority of energy to sustain cellular activity^1,2^. They are highly dynamic organelles constantly undergoing the physiological process of fusion and fission which regulates mitochondrial morphology and dynamics^3^. Among different cell types or within the same type of cells, mitochondria morphology varies among small spheres, short rods, or long tubules^4^. This dynamism allows mitochondria to exchange components (e.g. lipid membranes, proteins), promote repair and removal of defective mitochondria, thus maintaining mitochondrial function and quality^5^. Furthermore, mitochondrial fusion and fission enables mitochondria to meet cellular energy demands in response to environmental stimuli^2,6^. Fused mitochondria often lead to increased, oxidative phosphorylation and mitochondrial membrane potential^7^. In contrast, fragmented mitochondria often correlate with reduced function, decreased mitochondrial membrane potential, and oxidative phosphorylation^7,8^.

Mitochondrial fusion is a two step process; the first step requires the fusion of the outer mitochondrial membrane (OMM), which is mediated by mitofusin-1 (MFN1) and mitofusin-2 (MFN2)^4,9–12^. The second step requires the fusion of the inner mitochondrial membrane, which is mediated by optic atrophy-1 (OPA1)^13,14^. Loss of either MFN1/2 or OPA1 proteins results in a network of hyper-fragmented mitochondria^8,14^. While both MFN1 and MFN2 deficient cells display a clearly fragmented mitochondrial network, MFN1 knockout cells display severe mitochondrial fragmentation with the formation of small spheres of similar size and MFN2 knockout cells display mitochondrial spheres or ovals of variable but larger size^4,11,15^. Overexpression of either MFN1 or MFN2 in wild type cells leads to extensive mitochondrial clustering in the perinuclear area^9,15,16^. However, overexpression of MFN1 in MFN2 knockout cells and MFN2 in MFN1 knockout cells restores mitochondrial fusion highlighting the degree of redundancy between the MFN1/2 proteins^4^.

Biochemical and structural studies have provided insights into how MFN1/2 accomplish mitochondrial tethering, although the exact mechanism behind this process remains elusive^17–20^. MFN1 and MFN2 share high sequence homology, possessing an N-terminal GTPase domain, a coiled-coiled heptad repeat (HR1) domain, a short transmembrane domain responsible for anchoring MFNs on the OMM, and a second coiled-coiled heptad repeat (HR2) domain located in the C-terminus^17,18^. Homo- or hetero-dimerization of MFN1/2 mediates the tethering of the OMMs of adjacent mitochondria^21,22^. Interestingly, Koshiba et al. reported that dimers of the HR2 domain of MFN1 can be formed in vitro, in which the HR2 domains interact with each other in an anti-parallel fashion, suggesting that this interaction plays an important role in the dimerization of MFN1/2 from adjacent mitochondria^18,19,21^. Consistent with this model, we previously showed that MFN2 can adopt an anti-tethering or a pro-tethering conformation, in the latter the HR2 domain is exposed in the cytoplasm where it can interact in an anti-parallel manner with another exposed HR2 domain from adjacent mitochondria and promote MFN1/2 oligomerization^18,19^. Others proposed that MFN1/2 oligomerization occurs through the trans dimerization of the GTPase domains^17,23^. These models are not mutually exclusive and it is likely that MFN1/2 oligomerization requires the intermolecular interactions of both GTPase and HR2 domains. Furthermore, an alternative model for mitochondrial tethering proposed that MFN1/2 oligomerization is triggered by the dimerization of the HR2 domains in the intermembrane mitochondrial space prior to the oligomerization of their corresponding GTPase domains^24^.

In this work, we aim to identify small molecules that directly and specifically modulate MFN1/2 fusogenic activity and better understand the function of MFN1/2 and their effects in mitochondrial dynamics and signaling. Using structural and biochemical insights for direct modulation of MFN1/2 conformations, we develop rational pharmacophore approaches to perform in silico screening of small molecules. These screening strategies provide us with small molecules capable of activating or inhibiting the fusogenic activity of MFN1/2 by manipulating the MFN1/2 tethering permissive structure. Using these molecules as molecular tools we set out to investigate the direct role of MFN1/2 in mitochondrial fusion and regulation of other biological processes related to mitochondrial morphology such as metabolic activity and apoptotic priming. Our study yields mechanistic insights about the role of MFN1/2 in mitochondrial function and apoptotic signaling, as well as a rational strategy to pharmacologically target mitofusins using small molecules.

## Results

### A small molecule activator of mitochondrial fusion via mitofusins

We previously generated structural models of full length MFN2 in the anti-tethering and pro-tethering conformation that are consistent with the crystal structures of the MFN1 anti-tethering conformation and HR2–HR2 interactions (Fig. 1a)^17–19^. This informed us about the intramolecular HR1–HR2 interactions that occur in the anti-tethering conformation and the intermolecular HR2–HR2 interactions that occur in the pro-tethering conformation (Fig. 1a). Previously, a helical peptide (367–384Gly) from the MFN2 HR1 residues 367–384 was found to promote the pro-tethering conformation of MFN2 and mitochondrial fusion in cells^18^. Therefore, we envisioned that a small molecule-based peptidomimetic of 367–384Gly would modulate the interconversion of anti- and pro-tethering conformations towards the pro-tethering conformation and subsequently promote mitochondrial fusion (Fig. 1b). Visual inspection of the intramolecular HR1–HR2 interactions in the anti-tethering conformation of the human MFN2, in the 367–384 region, identified several hydrophobic interactions between the following HR1-amino acids: Val372, Met376, and HR2-amino acids: Leu724, Leu727, and Ala731 and a possible hydrogen bond between the HR1-amino acid: His380 and HR2-amino acid: Asp725 (Fig. 1c). Furthermore, molecular dynamics simulations of the MFN2 structural model showed that the aforementioned HR2 residues present weak spatial fluctuations over time (Supplementary Figs. 1, 2a–c). Additionally, these residues are conserved among different species of MFN2 and MFN1 (Supplementary Fig. 3a).

**Fig. 1:**
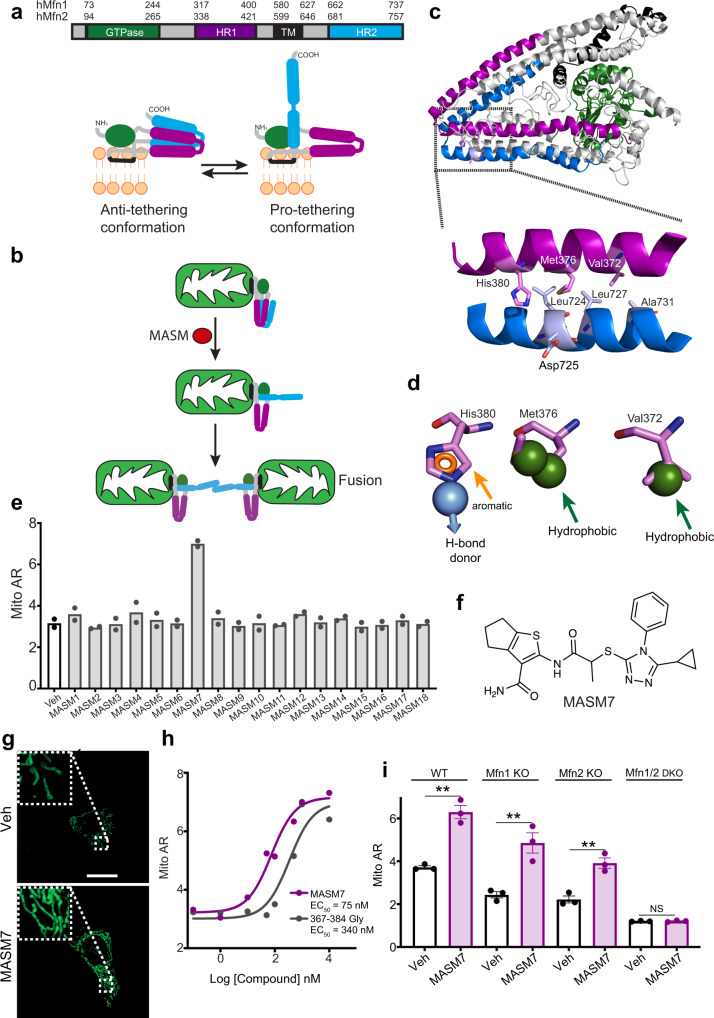
A small molecule activator of mitofusins. **a** Domain model of MFN2 showing GTPase (green), transmembrane region (black), HR1 (purple), and HR2 (blue). Amino acid numbers corresponding to human MFN1 and MFN2. Cartoon depiction of MFN2 structure showing anti-tethering (closed) conformation and pro-tethering (open) conformation^18^. **b** Cartoon depiction of conformational activation of MFNs and fusion of the OMM. MASMs promote the pro-tethering conformation of MFNs and subsequently mitochondrial fusion. **c** Ribbon presentation of the human full-length MFN2 structural model highlighting specific interactions between the HR1 (purple) and HR2 (blue) helical segments. **d** Pharmacophore hypothesis based on the sidechains of the HR1-amino acids: Val372, Met376, His380 interacting with HR2 as in (**c**) comprising of three hydrophobic points, one aromatic ring, and one hydrogen bond donor. **e** Screening of putative MASMs in cells using mitochondrial aspect ratio (Mito AR) as readout. Cells were treated with MASMs (1 μM, 2 h). Data represent mean of two independent biological replicates. **f** Chemical structure of MASM7. **g** Confocal micrographs of MEFs treated with MASM7 (1 μM, 2 h). Mitochondria were stained with Mitotracker green. Scale bar 20 μm. Micrograph is representative of *n* = 3 independent experiments. **h** MASM7 and 367–384Gly concentration-responsively increased Mito AR in MEFs. Cells were treated with MASM7 or 367–384 Gly at the indicated concentrations for 2 h. Data represent mean of two independent biological replicates. **i** Quantification of Mito AR of WT, *Mfn1* KO, *Mfn2* KO, and *Mfn1/Mfn2* DKO MEFs treated with MASM7 (1 μM, 2 h). Data represent mean ± SEM of three independent biological replicates. Statistics were obtained using two-tailed unpaired t-test: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

To identify a small molecule activator of MFN2, we generated an in silico pharmacophore model to screen small molecules that can mimic the aforementioned HR1 residues and bind to the corresponding interacting HR2 residues (Fig. 1c, d). The in silico pharmacophore model comprises the following features: three hydrophobic groups, an aromatic ring and a hydrogen bond donor based on the side chains of the HR1 residues: Val372, Met376, and His380 (Fig. 1d). An in silico library of 13.8 × 10^6^ commercially available small molecules was screened to fit the pharmacophore model using PHASE software (Supplementary Fig. 3b)^25^. The top 1000 hits of the in silico screen were clustered for diversity and analyzed based on their interactions with residues of the HR2 domain and molecular properties. Moreover, a number of filters (e.g., elimination of hits with poor ADME properties) were applied to provide small molecules with drug-like properties^26^. Finally, a subset of 18 putative Mitofusin Activator Small Molecules (MASMs) was selected for experimental validation based on their fit to the pharmacophore model and molecular diversity of the scaffolds.

Selected hits were evaluated for their capacity to promote mitochondrial fusion in cells using mitochondrial aspect ratio (mitochondrial length/width) as a readout (Fig. 1e). From this set of compounds, MASM7 increased mitochondrial aspect ratio and emerged as the most effective compound in promoting mitochondrial fusion (Fig. 1e–g). Interestingly, titration of MASM7 showed more potent induction of mitochondrial fusion in cells than the 367–384Gly peptide (Fig. 1h). MASM7 possesses functional groups that fulfill the five criteria of the pharmacophore model (Supplementary Fig. 3c). To validate this, we investigated structure activity relationships around the MASM7 scaffold. A series of MASM7 analogs each of which harbors alterations in the aforementioned functional groups were evaluated for their capacity to promote mitochondrial fusion in cells (Supplementary Fig. 3d, e). Loss of the thiophene ring diminished the ability of MASM19 to promote mitochondrial fusion. Expansion of the ring from cyclopentane to cyclohexane slightly decreased the capacity of MASM20 to promote fusion. Moreover, the replacement of the methyl group of MASM7 with hydrogen decreased drastically the capacity of MASM21 to promote fusion. Interestingly, replacement of the cyclopropane group of MASM7 with bulky substituents (e.g., benzene) was detrimental for the activity of MASM22, while replacements with less bulky substituents (e.g., furan group or methyl-furan) were better tolerated in the cases of MASM23 and MASM24. Taken all together these data suggest that MASM7 possesses functional groups that satisfy the pharmacophore model to interact with mitofusins and promote mitochondrial fusion.

Next we sought to determine whether MASM7 altered mitochondrial dynamics in MFN1/2 dependent manner. Knockout of *Mfn1* or *Mfn2* reduced the capacity of MASM7 to promote mitochondrial fusion in cells compared to WT cells (Fig. 1i and Supplementary Fig. 3f). Moreover, knockout of both *Mfn1* and *Mfn2* completely abolished the capacity of MASM7 to promote mitochondrial fusion in cells (Fig. 1i and Supplementary Fig. 3f). Collectively, these data suggest that MASM7 can promote mitochondrial fusion by directly activating either MFN2 or MFN1 and its activity is greater when both MFN2 and MFN1 are expressed. This result is in agreement with the high sequence homology between MFN1 and MFN2 and our pharmacophore model for MFN2 activation based on conserved residues that regulate HR1-HR2 interactions (Supplementary Fig. 3a). Notably, MASM7 was capable of promoting mitochondrial fusion in *Drp1* KO MEFs excluding the possibility of inhibiting DRP1 and fission as a potential mechanism for its activity to promote fusion (Supplementary Fig. 3g)^27^. Furthermore, molecular docking and molecular dynamic simulations of MASM7 or MASM22 to the full-length MFN2 structural model showed that MASM7 but not MASM22 could form and retain the interactions with the predicted residues of the HR2 domain during the simulation time (Supplementary Fig. 4a, b, d). Consistently, MASM22 had a higher RMSD than MASM7 during the simulation time (Supplementary Fig. 4e). This data come in agreement with our SAR studies around the MASM7 scaffold and validate our pharmacophore model hypothesis (Fig. 1c, d and Supplementary Fig. 3c).

### A small molecule inhibitor of mitochondrial fusion via mitofusins

Intermolecular interactions of the HR2 domains of MFN1/2 from adjacent mitochondria mediate MFN1/2 oligomerization^18,19^. We, therefore, posited that a small molecule capable of inhibiting such intermolecular HR2–HR2 interactions could act as an inhibitor of MFN1/2 oligomerization and subsequently mitochondrial fusion (Supplementary Fig. 5a). Moreover, previously a helical peptide (398–418Gly) from the MFN2 HR1 residues 398–418 was found to inhibit mitochondrial fusion in cells by inhibiting HR2–HR2 intermolecular interactions and subsequently MFN1/2 oligomerization^18^. This prompted us to visually inspect the interactions of the HR1-residues 398–418 with the HR2 residues to gain structural insights for small molecule mimicry (Fig. 2a). Specifically, hydrophobic interactions were observed between the HR1-residues: Leu408, Ala412, and the HR2-residues: Leu692, Val688, and a possible hydrogen bond between the HR1-amino acid: Tyr415 and HR2-amino acid: Ser685 (Fig. 2a). Furthermore, molecular dynamics simulations of the MFN2 structural model showed that the aforementioned HR2 residues present weak spatial fluctuations over time (Supplementary Fig. 2d–f). Of note, these HR1 residues are conserved among different species of MFN2 and MFN1 (Supplementary Fig. 3a). Hence, we envisioned that a small molecule capable of recapitulating the interactions of the aforementioned HR1-amino acids would compete with intermolecular HR2–HR2 interactions and inhibit MFN1/2 oligomerization.

**Fig. 2:**
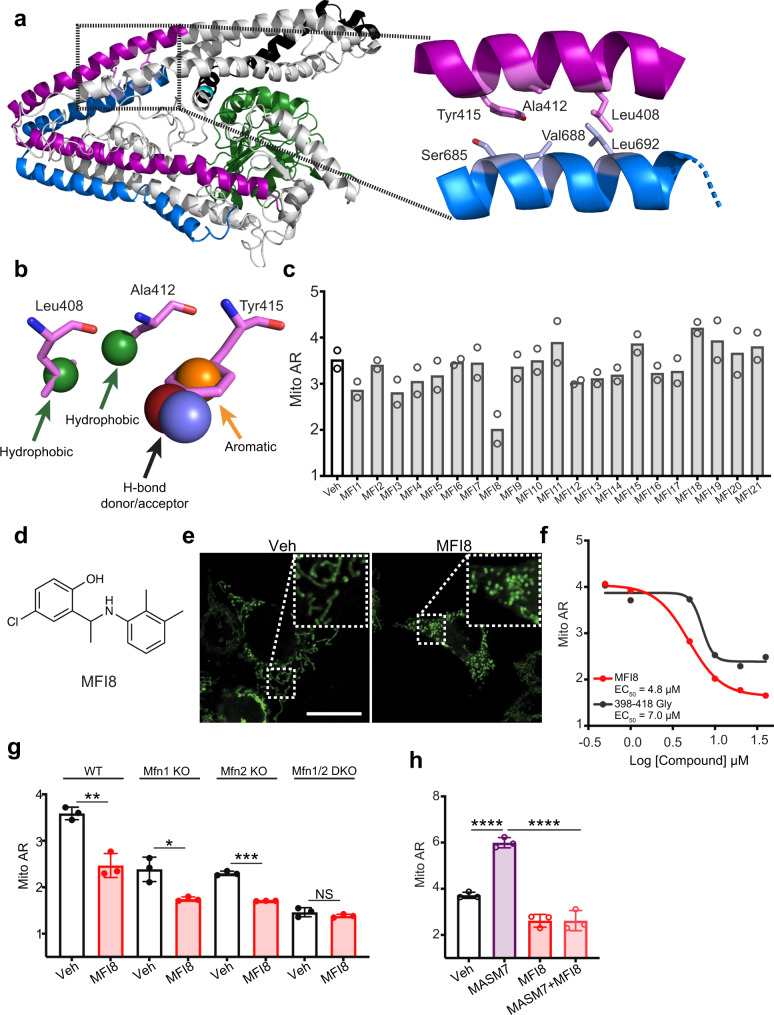
A small molecule inhibitor of mitofusins. **a** Ribbon presentation of the human full-length MFN2 structural model highlighting specific interactions between the HR1 (purple) and HR2 (blue) helical segments. **b** Pharmacophore hypothesis based on the sidechains of the HR1-amino acids: Leu408, Ala412, Tyr415 interacting with HR2 as in (**a**) comprising 2 hydrophobic points, one aromatic ring, and one hydrogen bond donor or acceptor. **c** Screening of putative MFIs using Mito AR as readout. Cells were treated with MFIs (10 μM, 6 h). Data represent mean of two independent biological replicates. **d** Chemical structure of MFI8. **e** Confocal micrographs of MEFs treated with MFI8 (20 μM, 6 h). Mitochondria were stained with Mitotracker green. Scale bar 20 μm. Micrograph is representative of *n* = 3 independent experiments. **f** MFI8 and 398–418Gly concentration-responsively decreased Mito AR in MEFs. Cells were treated with MFI8 or 398–418Gly at the indicated concentrations for 6 h. Data represent mean of two independent biological replicates. **g** Quantification of Mito AR of WT, *Mfn1* KO, *Mfn2* KO, and *Mfn1/Mfn2* DKO MEFs treated with MFI8 (20 μM, 6 h). Data represent mean ± SEM of three independent biological replicates. Statistics were obtained using two-tailed unpaired t-test: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **h** Quantification of Mito AR of MEFs treated with MASM7 (1 μM), MFI8 (20 μM), and the combination of MASM7 and MFI8 for 6 h. Data represent mean ± SEM of three independent biological replicates. Statistics were obtained using one way ANOVA: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

To identify such a small molecule we used a similar strategy as with the discovery of MASM7 (Supplementary Fig. 3b). We generated an in silico pharmacophore model to screen small molecules that would specifically mimic the side chains of the HR1 residues: Leu408, Ala412, and Tyr415 and bind to the corresponding HR2 residues (Fig. 2a and Supplementary Fig. 2d). Our pharmacophore model includes two hydrophobic interactions, an aromatic ring, and a hydrogen bond donor/acceptor (Fig. 2b). Next, we screened the in silico library of 13.8 × 10^6^ commercially available small molecules using the same strategy and selection criteria as with MASMs (Supplementary Fig. 3b). Likewise a set of 21 putative Mitochondrial Fusion Inhibitors (MFIs) was selected for experimental validation based on their fit to the pharmacophore model and the molecular diversity of their scaffolds.

Selected hits were screened for their capacity to inhibit mitochondrial fusion in cells by monitoring mitochondrial morphology and using mitochondrial aspect ratio as a readout (Fig. 2c). Strikingly, MFI8 reduced significantly mitochondrial aspect ratio and emerged as the most effective compound in inhibiting mitochondrial fusion and subsequently promoting mitochondrial fission (Fig. 2d, e). Titration of MFI8 showed a comparable concentration-dependent reduction of the mitochondrial aspect ratio to that of 398–418 Gly peptide (Fig. 2f). MFI8 has a small structure but possesses functional groups that could fulfill the four criteria of the pharmacophore model used for the in silico screen (Supplementary Fig. 5b). To further validate that MFI8 meets the four criteria of the pharmacophore model hypothesis, we investigated structure activity relationships around the MFI8 scaffold. A series of MFI8 analogs were generated and evaluated for their capacity to promote mitochondrial fragmentation in cells (Supplementary Fig. 5c, d). Substitution of the chlorine with hydrogen in the aromatic ring of MFI22 significantly reduced the capacity of the compound to promote mitochondrial fragmentation, suggesting that loss of chlorine affects the electron density of the aromatic ring and impairs its interaction. Loss of the methyl group in the aliphatic chain that connects the two phenyl rings had a minimal effect on the activity of MFI23. Furthermore, loss of each methyl group in the phenyl ring of MFI8 was not tolerated as MFI24 and MFI25 mildly reduced mitochondrial aspect ratio, suggesting the importance of those two methyl groups in mediating hydrophobic contacts for MFI8. Importantly, loss of the hydroxyl group of the phenolic ring was dentrimental for the activity of MFI26, suggesting that MFI8 forms a crucial hydrogen bond with the HR2 domain. Taken together, these data suggested that MFI8 possesses functional groups that meet the criteria of the pharmacophore model to interact with mitofusins and promote mitochondrial fission.

Next we investigated whether MFI8 inhibited mitochondrial fusion in a MFN1/2 dependent manner using mitochondrial aspect ratio as a readout. MFI8 was still capable of reducing mitochondrial aspect ratio when either *Mfn1* or *Mfn2* was knocked out (Fig. 2g and Supplementary Fig. 5e). In contrast, double knockout of *Mfn1* and *Mfn2* completely abolished MFI8 from reducing mitochondrial aspect ratio (Fig. 2g and Supplementary Fig. 5e). Collectively, these data indicate that MFI8 can promote mitochondrial fission by inhibiting mitochondrial fusion and interfering with the formation of either homotypic or heterotypic MFN1/2 complexes. Importantly, MFI8 reduced mitochondrial aspect ratio even when it was co-treated with MASM7 in MEFs (Fig. 2h and Supplementary Fig. 5f). Such result supports the idea that MFI8 operates on the tethering permissive structure of MFNs and inhibits MFNs oligomerization by reducing the HR2–HR2 intermolecular interactions. Moreover, molecular docking and molecular dynamic simulations of MFI8 or MFI25 to the full-length MFN2 structural model showed that MFI8 but not MFI25 could form and retain the interactions with the predicted residues of the HR2 domain during the simulation time (Supplementary Fig. 6a, b, d). Consistently, MFI25 had a higher RMSD than MFI8 during the simulation time (Supplementary Fig. 6e). This data come in agreement with our SAR studies around the MFI8 scaffold and validate our pharmacophore model hypothesis (Fig. 2a, b and Supplementary Fig. 5b).

### MASM7 and MFI8 bind to the HR2 domain of MFN2

To confirm that MASM7 and MFI8 directly interact with the HR2 domain, we produced MFN2-HR2 domain (residues 678–757) and evaluated their interaction in comparison with 367–384Gly and 398–418Gly peptides using microscale thermophoresis (MST). MASM7 and MFI8 demonstrated direct binding to the HR2 domain of MFN2 with Kds in the low micrormolar range and that was comparable to the binding interactions of 367–384Gly and 398–418Gly peptides, respectively (Fig. 3a). Furthermore, MASM23 and MFI23 demonstrated direct binding to the HR2 domain of MFN2 (Supplementary Fig. 7), in line with our previous results that showed that these small molecules are capable of increasing or decreasing the mitochondrial aspect ratio, respectively (Supplementary Figs. 3e and 5d). In contrast, MASM19, MASM21, MASM22, MFI22, MFI25, and MFI26 did not demonstrate measurable binding to the HR2 domain of MFN2 (Supplementary Fig. 7), in agreement with the inability or weak activity of these compounds to promote mitochondrial fusion or fision, respectively (Supplementary Figs. 3e and 5d).

**Fig. 3:**
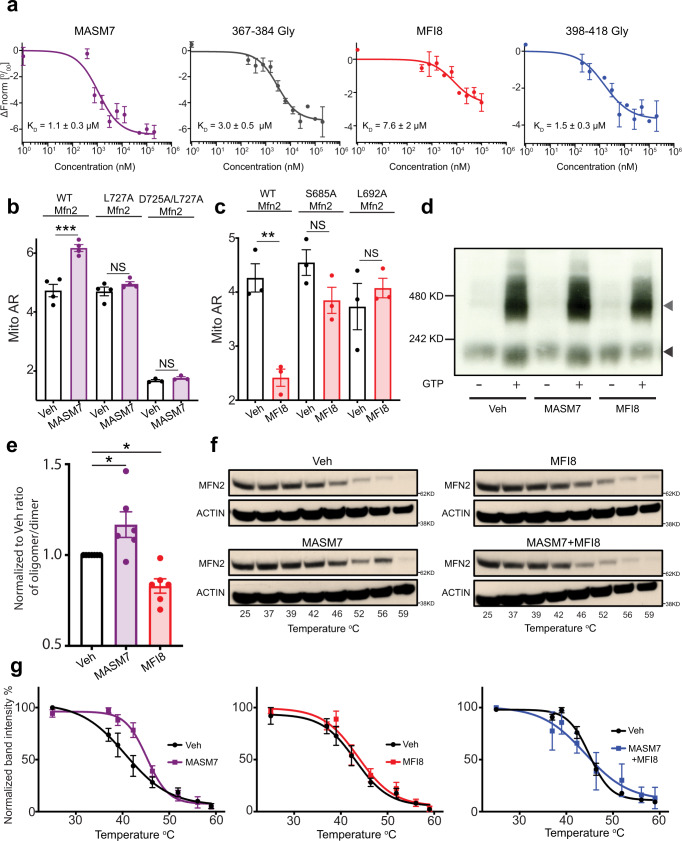
MASM7 and MFI8 interact specifically with the HR2 domain of MFN2. **a** Plots of mean corrected normalized fluorescence (Δ*F*_norm_: *F*_nomr_ bound − *F*_norm_ unbound) from MST signal analysis of titrations of HR2 with indicated compounds and peptides. Data represent mean ± SEM from three replicate experiments. **b** Quantification of Mito AR of *Mfn1/Mfn2 DKO* MEFs reconstituted with WT, L727A, and D725A/L727A *Mfn2* and treated with MASM7 (1 μM, 2 h). Data represent mean ± SEM of three independent biological replicates. Statistics were obtained using two-tailed unpaired t-test: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **c** Quantification of Mito AR of *Mfn1/Mfn2* DKO MEFs reconstituted with WT, S685A and L692A *Mfn2* and treated with MFI8 (20 μM, 6 h). Data represent mean ± SEM of three independent biological replicates. Statistics were obtained using two-tailed unpaired t-test: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **d** Separation of MFN2 oligomers from isolated mitochondria treated with GTP, MASM7, and MFI8 as indicated using BN-PAGE electophoresis. Gray arrowhead marks 450 kD MFN2 oligomer and black arrowhead marks MFN2 dimer. **e** Quantification of the proportion of the MFN2 oligomer observed in the ∼450 kD band to the MFN2 dimer band after treatment with GTP (**d**). Data represent mean ± SEM of seven independent biological replicates. Statistics were obtained using one way ANOVA: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **f** Cellular engagement (CETSA) of MFN2 by MASM7, MFI8, and the combination of both. A representative blot from three independent experiments is shown. **g** Quantification of temperature-dependent normalized MFN2 levels obtained by densitometry with corresponding fitted curves. Data represent mean ± SEM from *n* = 3 independent experiments. Source data are provided as a Source Data file.

We also used an ^15^N-labeled MFN2-HR2 domain to record heteronuclear single quantum coherence (HSQC) spectra with or without MASM7 or MFI8 and evaluated their binding interaction to MFN2-HR2 in comparison with the 367–384Gly and 398–418Gly peptides. HSQC NMR spectra of the recombinant MFN2-HR2 domain showed evidence of a folded conformation. Titration of MASM7 induced peak broadening and shifting of select cross peaks of HR2 residues in the HSQC spectra, demonstrating direct binding to the HR2 domain (Supplementary Fig. 8a). The same cross peaks broadened and shifted upon titration of the 367–384Gly peptide, indicating that both MASM7 and 367–384Gly interact with similar HR2 residues (Supplementary Fig. 8b). To further confirm that the interaction of MASM7 is specific to the expected binding region of HR2, a double mutant of HR2, D725A/L727A, was generated that should disrupt binding of MASM7 based on its proposed interaction with the HR2 domain (Fig. 1c). Titration of MASM7 to an ^15^N-labeled MFN2-HR2 D725A/L727A mutant under the same conditions showed a lack of peak shifts or peak broadening indicating the inability of MASM7 to bind to the MFN2-HR2 D725A/L727A mutant (Supplementary Fig. 8c).

Titration of MFI8 to the ^15^N-labeled MFN2-HR2 revealed peak broadening and shifting of select cross peaks of HR2 residues in the HSQC spectra, showing that MFI8 directly interacts with the HR2 domain of MFN2 (Supplementary Fig. 9a). Additionally, the same cross peaks shifted upon titration of the 398–418Gly peptide, indicating interaction with similar HR2 residues for both MFI8 and 398–418Gly (Supplementary Fig. 9b). Notably, titration of MFI8 to ^15^N-labeled MFN2-HR2 S685A mutant under the same conditions showed a lack of peak shifts or peak broadening indicating the inability of MFI8 to bind to the MFN2-HR2 S685A mutant (Supplementary Fig. 9c).

Next we sought to determine whether MASM7 or MFI8 also interact with the HR2 domain of MFN2 in cells. MASM7 markedly increased mitochondrial aspect ratio in *Mfn1/Mfn2* DKO MEFs when reconstituted with WT *Mfn*2, but not when reconstituted with D725A/L727A or L727A *Mfn*2 mutants, underscoring that MASM7 specifically targets the HR2 domain of MFN2 in cells (Fig. 3b and Supplementary Fig. 10a, c). Likewise, MFI8 significantly decreased mitochondrial aspect ratio in *Mfn1/Mfn2* DKO MEFs when reconstituted with WT *Mfn*2, but not when reconstituted with S685A or L692A *Mfn*2 mutants, suggesting that MFI8 interacts specifically with the HR2 domain of *Mfn*2 in cells (Fig. 3c, Supplementary Fig. 10b, c). In line with these experiments, the same mutations on the HR2 domain reduced the capacity of MASM7 and MFI8 to retain the interactions with the HR2 domain during molecular dynamic simulations (Supplementary Figs. 4c–e, 6c–e). Collectively, MST, NMR, molecular modeling and mitochondrial morphology data supported that MASM7 and MFI8 specifically interact with the HR2 domain as predicted from our pharmacophore models.

### MASM7 and MFI8 modulate MFN conformation and complexes

Next, we investigated whether MASM7 and MFI8 can modulate MFN2 oligomerization in its native membrane environment. Thus, we treated isolated mitochondria from MEFs with MASM7 or MFI8 and monitored the capacity of MFN2 to form oligomers using blue native gel electrophoresis (BN-PAGE)^28^. MFN2 migrated as a dimer in the absence of GTP, while incubation with GTP promoted higher order oligomers ~450 kD. Indeed, treatment of MASM7 in isolated mitochondria increased the ratio of higher order oligomers ~450 kD to dimers upon GTP binding, whereas MFI8 reduced the ratio (Fig. 3d, e). Importantly, neither MASM7 nor MFI8 altered the total MFN2 levels when treated under the same conditions in isolated mitochondria (Supplementary Fig. 11a).

Next, we used cellular extract thermal shift assay (CETSA), an established assay for small molecule-protein target engagement in intact cells^29,30^. Interestingly, MASM7 induced stabilization of MFN2 as it increased its melting point ™ by 2.3 °C (Veh: *T*_m_ = 42.9 ± 0.8 °C vs MASM7: *T*_m_ = 45.2 ± 0.5 °C) (Fig. 3f, g). Furthermore, we obtained the melting curves of MFN2 with or without MASM7 from *Mfn2* KO MEFs reconstituted with WT, L727A, and D725A/L727A *Mfn*2. Notably, MASM7 induced stabilization of WT MFN2 (Veh: *T*_m_ = 42.2 ± 0.6 °C vs MASM7: *T*_m_ = 45.3 ± 2.3 °C), but not of L727A *Mfn*2 (Veh: *T*_m_ = 43.8 ± 0.3  °C vs MASM7: *T*_m_ = 44.1 ± 0.4 °C) or D725A/L727A *Mfn*2 (Veh: *T*_m_ = 44.1 ± 1.7 °C vs MASM7: *T*_m_ = 43.3 ± 1.7 °C) (Supplementary Fig. 11b–d).

In contrast, MFI8 alone had no effect on the *T*_m_ of MFN2 (Veh: *T*_m_ = 42.9 ± 0.8 °C vs MFI8: *T*_m_ = 43.7 ± 1.1 °C) (Fig. 3f, g). Given that MFI8 binds in vitro and in cells on the HR2 domain of MFN2 (Fig. 3a, c), reduces the ratio of higher order MFN2 oligomers to dimers (Fig. 3d, e) and inhibits mitochondrial fusion in a MFN1/2 dependent manner (Fig. 2g), we speculated that MFI8 engages better with the pro-tethering conformation of MFN2. To test this hypothesis we co-treated cells with MFI8 and MASM7, where the latter compound was found to promote the pro-tethering conformation and increase the Tm of MFN2. Interestingly, MFI8 reduced the capacity of MASM7 to promote MFN2 stabilization (Veh: *T*_m_ = 42.9 ± 0.8 °C vs MFI8 + MASM7: *T*_m_ = 44.05 ± 2.6 °C) (Fig. 3f, g). This result is consistent with the data showing that MFI8 can still promote mitochondrial fragmentation even when co-treated with MASM7 (Fig. 2h and Supplementary Fig. 5f).

It is noteworthy that neither MASM7 nor MFI8 altered *Mfn1* and *Mfn2* gene expression and their corresponding protein levels (Supplementary Fig. 12a, b). Furthermore, neither MASM7 nor MFI8 altered Tomm20 protein levels, mitotracker green intensity, and mitochondrial to nuclear DNA ratio, suggesting that none of the compounds altered mitochondrial biomass (Supplementary Fig. 12c–f). In line with this result, no alteration in the gene expression levels of mitochondrial biogenesis markers was detected upon MASM7 or MFI8 treatment (Supplementary Fig. 12g).

### Modulation of mitofusins activity alters mitochondrial respiration and functionality

Previous reports showed that knockdown of *Mfn2* or knockout of both *Mfn1/2* reduced but it did not completely diminish respiration in cells^7,8^, suggesting that mitochondria from cells that lack both MFN1/2 can still use respiration to produce ATP, albeit to a lesser extent than WT cells. Given that MASM7 positively and MFI8 negatively regulate MFN1/2’ fusogenic activity, we examined whether they can affect mitochondrial respiration. Strikingly, MASM7 increased basal and maximal respiration and mitochondrial ATP production in WT but not in *Mfn1/Mfn2* DKO MEFs (Fig. 4a, b). On the other hand, MFI8 reduced respiration and mitochondrial ATP production in WT but not in *Mfn1/Mfn2* DKO MEFs (Fig. 4c, d). Importantly, MFI8 did not alter the ratio of state III/state II respiration of isolated mitochondria, suggesting that MFI8 does not impact directy the electron transport chain (ETC) or is an non-specific uncoupler to isolated mitochondria but it rather reduces mitochondrial respiration by modulating mitochondrial dynamics (Supplementary Fig. 13a). These results support the idea that the fusogenic activity of MFN1/2 positively correlates with mitochondrial respiration.

**Fig. 4:**
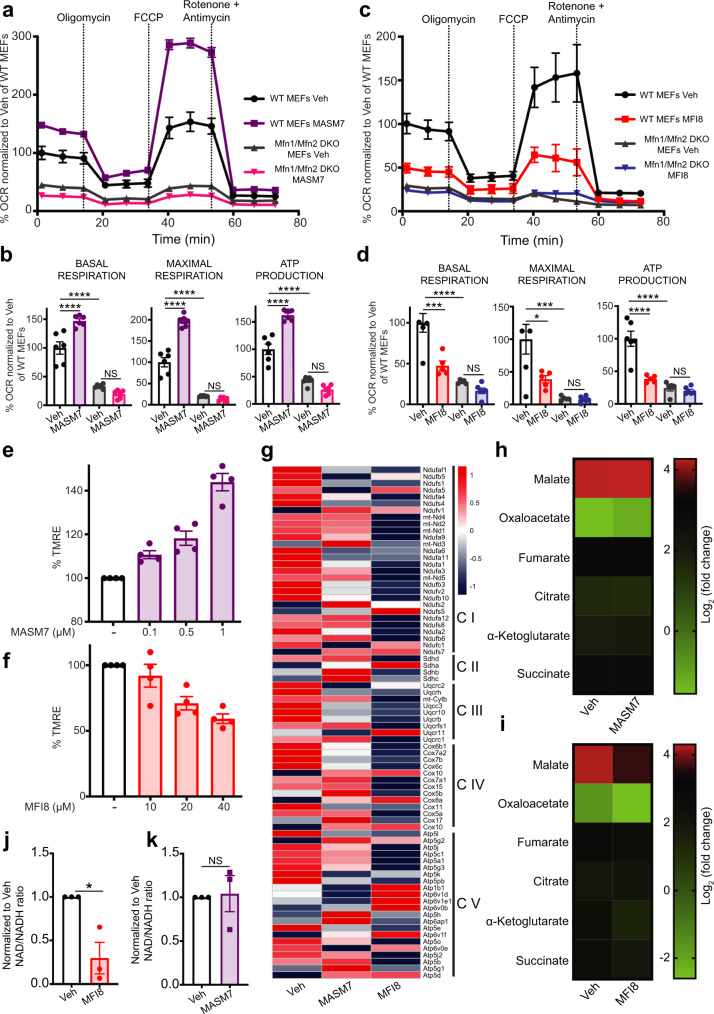
MASM7 and MFI8 alter mitochondrial functionality. **a** A representative OCR trace of WT or *Mfn1/Mfn2* DKO MEFs from three independent experiments is shown. OCR was normalized to Veh of WT MEFs for *t* = 1.31 min. Data represent mean ± SD from *n* = 6 replicates. **b** Bar graphs showing the quantification of basal, maximal respiration and ATP production of (**a**). Data represent mean ± SEM from *n* = 6 replicates. **c** A representative OCR trace of WT or *Mfn1/Mfn2* DKO MEFs from three independent experiments is shown. OCR was normalized to Veh of WT MEFs for *t* = 1.31 min. Data represent mean ± SD from *n* = 5 replicates. **d** Bar graphs showing the quantification of basal, maximal respiration, and ATP production of (**c**). Data represent mean ± SEM from *n* = 5 replicates. **e** MASM7 concentration responsively increased membrane potential in MEFs. Cells were treated with the indicated concentrations of MASM7 for 6 h. Data represent mean ± SEM of four independent biological replicates. **f** MFI8 concentration responsively decreased membrane potential in MEFs. Cells were treated with the indicated concentrations of MFI8 for 6 h. Data represent mean ± SEM of four independent biological replicates. **g** Relative variance-stabilized expression levels of nuclear-encoded mitochondrial genes belonging to respiratory complexes. **h** Heatmap showing the alteration in the metabolites of the TCA cycle. Heatmap was generated by quantitative metabolomics from three independent biological replicates. **i** Heatmap showing the alteration in the metabolites of the TCA cycle. Heatmap was generated by quantitative metabolomics from three independent biological replicates. **j** NAD/NADH ratio. Data represent mean ± SEM of three independent biological replicates. **k** NAD/NADH ratio. Data represent mean ± SEM of three independent biological replicates. Statistics were obtained using one way ANOVA for panels (**b**, **d**) or two-tailed unpaired t-test for panel (**j**): *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Cells were treated with MASM7 (1 μM, 6 h) for panels (**a**, **g**, **h**, **k**) or MFI8 (20 μM, 6 h) for panels (**c**, **g**, **i**, **j**). Source data are provided as a Source Data file.

To further support this idea we reconstituted WT *Mfn*2 or β-Galactosidase (βGal) in *Mfn1/Mfn2* DKO MEFs and evaluated the mitochondrial membrane potential using TMRE staining as a readout (Supplementary Fig. 13b). Interestingly, cells that expressed WT *Mfn*2 possessed a higher mitochondrial membrane potential compared to cells that expressed βGal. Consistently, MASM7 concentration responsively increased mitochondrial membrane potential in WT MEFs (Fig. 4e). In line with this result, MASM7 significantly increased mitochondrial membrane potential of *Mfn1/Mfn2* DKO MEFs when reconstituted with WT *Mfn*2 and to a lesser extent when reconstituted with L727A *Mfn*2 (Supplementary Fig. 13c). Importantly, MASM7 was not able to increase membrane potential when treated to isolated mitochondria in vitro in conditions where mitochondrial fusion cannot take place (Supplementary Fig. 13d). Moreover, MASM7-induced increase in mitochondrial membrane potential was revoked when cells were co-treated with myxothiazol or rotenone (Supplementary Fig. 13e, f), suggesting that the increase in the membrane potential upon MASM7 treatment is derived from an increased activity of the ETC. On the other hand, MFI8 concentration responsively decreased mitochondrial membrane potential in WT MEFs (Fig. 4f). It is noteworthy that MFI8 significantly decreased mitochondrial membrane potential of *Mfn1/Mfn2* DKO MEFs when reconstituted with WT MFN2 but the effect was reduced when reconstituted with L692A MFN2 (Supplementary Fig. 13g). 

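RNA-seq libraries were made from WT MEFs (mouse embryonic fibroblasts) treated with vehicle, with 1 μM MASM7 for 6 h or with 20 μM MFI8 for 6 h, with 2 libraries in each of the 3 groups. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with STAR and counted those overlapping exons with featureCounts. They deposited the raw count of each gene, the same counts divided by 1 DESeq2 size factor per library, and TPM values. Between 22791792 and 30677751 reads per library were counted on genes. The raw counts of all 6 libraries were fitted together in edgeR with TMM normalization, over the 14290 genes that passed its filter on low counts. The quasi-likelihood test with Benjamini-Hochberg adjustment found 0 genes with an adjusted p under 0.05 for MFI8 against vehicle and 0 for MASM7 against vehicle. The smallest adjusted p was 0.0924 for MFI8 and 0.466 for MASM7. At an unadjusted p under 0.05, 1409 genes differed for MFI8 and 1458 for MASM7. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333.

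The alternative that moved these counts most was the replicate number as a block in the edgeR model. The libraries are numbered 1 and 2 in each group by their labels, and the paper's text names no pairing. With the block, 720 genes had an adjusted p under 0.05 for MFI8 (398 higher, 322 lower) and 554 for MASM7 (355 higher, 199 lower). The difference between replicates 2 and 1 was correlated between the groups. Across all 14290 tested genes, Pearson's r was 0.152 between vehicle and MFI8, 0.188 between vehicle and MASM7 and 0.165 between MASM7 and MFI8, and across the 7145 more highly expressed of them it was 0.622, 0.509 and 0.538. Genes are not independent replicates, so no p-value is attached to these correlations.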

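Of the 75 genes drawn in Fig. 4g, 73 had enough counts to be tested, 5 of them encoded by mitochondrial DNA. A further 7 are V-ATPase or Na/K-ATPase genes, which lie outside the respiratory complexes. Each of these was higher with MFI8 in the fit of all libraries, from 0.0070 for Atp6v0e to 0.25 for Atp6v0b. Counts, medians and tests of the panel include them. In the replicate 1 libraries, log2 CPM with MFI8 minus that with vehicle had a median of -0.066 over these genes, and 54 of them were lower with MFI8. In the replicate 2 libraries, the median was -0.021 and 41 genes were lower. In the fit of all libraries, the median log2 fold change with MFI8 was -0.044, with 50 genes lower and 23 higher (camera against all other tested genes, two-sided, n = 73 genes, p = 1.1e-04). Camera takes genes as its units, and an exact permutation of the 2 libraries against 2 cannot go below 0.333. The median was -0.043 with the replicate block (n = 73 genes, camera p = 6.8e-05). With a correction of each library for GC content and transcript length, chosen after the data were seen, the median was -0.021, with 43 genes lower and 30 higher (n = 73 genes, camera p = 0.23, and 0.19 with the block). With the correlation between genes estimated from the libraries in place of the preset value of 0.01, the camera p was 0.15.

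Single genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Of the 73 genes, 0 had an adjusted p under 0.05 for MFI8 over all genes tested, against 15 at an unadjusted p under 0.05. Adjusted over the 73 genes alone, 5 lower genes and 1 higher gene passed, a count that shows no stability because the panel was drawn from these libraries. With the replicate block, 7 passed over all genes tested. These were mt-Nd4, mt-Nd5, mt-Cytb, mt-Nd2, mt-Nd1 and Cox7b, which were lower, and Atp6v0b, which was higher.

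The 3 lower genes with the smallest p were mt-Nd4, mt-Cytb and mt-Nd1, which lie on the mitochondrial chromosome of GRCm38 at 10167 to 11544, 14145 to 15288 and 2751 to 3707. The expression of mt-Nd4 was 733 ± 40.8 CPM with vehicle, 683 ± 23.0 with MASM7 and 550 ± 4.10 with MFI8 (SD, n = 2). Its log2 fold change with MFI8 was -0.41 (standard error 0.055, adjusted p = 0.0924 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For mt-Cytb the expression was 2159 ± 84.4 CPM with vehicle and 1665 ± 12.8 with MFI8 (SD, n = 2), a log2 fold change of -0.37 (standard error 0.058). For mt-Nd1 the same values were 3475 ± 154 and 2764 ± 26.6 CPM (SD, n = 2), a log2 fold change of -0.33 (standard error 0.053). Each of these 3 genes was lower in both MFI8 libraries than in either vehicle library. Counts on mitochondrially encoded genes were uneven, since 6 of the 13 such subunits had at most 5 counts in any library while mt-Co1 had at least 109351.

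The 3 higher genes with the smallest p were Atp6v0b (chromosome 4, 117884326 to 117887333), Atp6v1f (chromosome 6, 29467718 to 29470512) and Ndufs7 (chromosome 10, 80249121 to 80256794). Atp6v0b and Atp6v1f encode subunits of the vacuolar ATPase. Atp6v0b was expressed at 57.2 ± 3.19 CPM with vehicle and 67.8 ± 2.30 with MFI8 (SD, n = 2), a log2 fold change of 0.25 (standard error 0.065, adjusted p = 0.341 from the same edgeR test). The log2 fold change of Atp6v1f was 0.16 (standard error 0.069). That of Ndufs7 was 0.14 (standard error 0.076), and its libraries overlapped between MFI8 and vehicle.

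With MASM7, the median log2 fold change of the 73 genes was 0.0029, with 37 higher and 36 lower (camera, two-sided, n = 73 genes, p = 0.86, and 0.87 with the block). Scaling by library size alone lowered log2 fold changes with MASM7 by 0.011 overall, and the median was then -0.0077, so a sign this close to 0 rests on the scaling. The medians of the replicate pairs had opposite signs, at -0.030 in replicate 1 with 48 genes lower and 0.039 in replicate 2 with 47 genes higher. No gene of the panel passed for MASM7 over all genes tested or over the panel alone, and 8 had an unadjusted p under 0.05. With the replicate block, Atp5g1, Ndufs7 and Atp5d passed over all genes tested, each higher with MASM7.

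**Figure D1:**
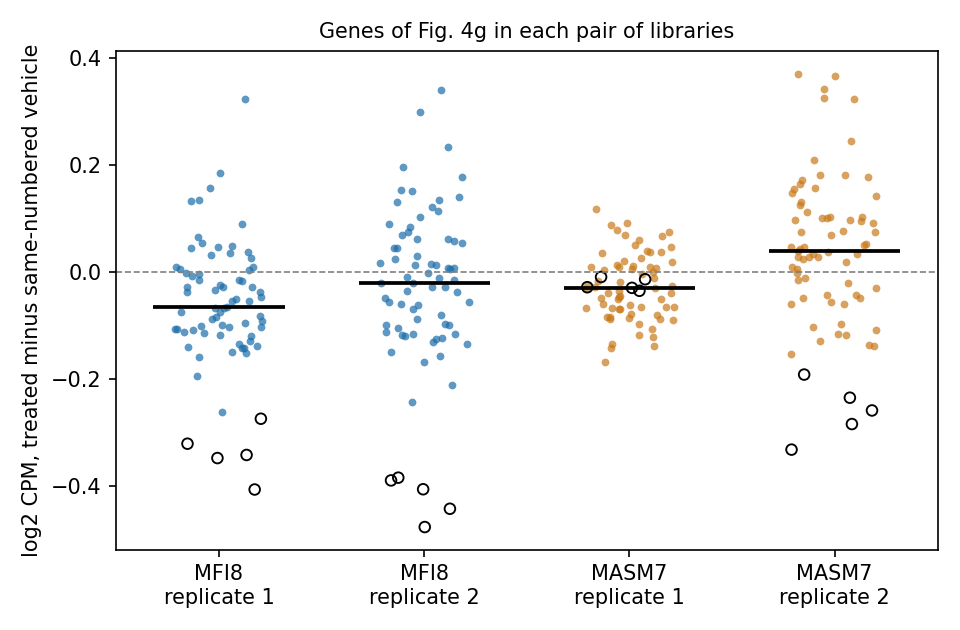
Log2 CPM of each tested gene of Fig. 4g in a treated library minus that in the vehicle library of the same replicate number, for both compounds, with points spread sideways for legibility. Filled points are nuclear-encoded genes, open circles are mitochondrially encoded genes, and bars are the medians (-0.066, -0.021, -0.030 and 0.039 from left to right).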

Strikingly, MFI8 reduced the gene expression of several nuclear-encoded subunits of the respiratory complexes as revealed by RNA-seq analysis, while MASM7 altered the expression of selected genes of the respiratory complexes rather than inducing a consistent trend (Fig. 4g). These findings are consistent with the idea that MFI8 promotes mitochondrial dysfunction and highlight that alterations in mitochondrial dynamics can affect gene transcription.

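The difference between the compounds was also tested in the same fit. Over the Fig. 4g genes, the median log2 fold change of MFI8 against MASM7 was -0.051, with 63 genes lower and 10 higher (camera, two-sided, n = 73 genes, p = 9.9e-06, and 6.0e-06 with the replicate block). These p-values compare genes with genes, and no exact permutation of the libraries could reach 0.05. With the correlation between genes estimated, this p was 0.12. The median was -0.028 in the replicate 1 libraries and -0.077 in the replicate 2 libraries. Over all settings with a test, it lay between -0.064 and -0.0074, so its size depends on the processing. Scaling by library size alone raised log2 fold changes between the compounds by 0.021 overall. Some sets outside the respiratory complexes were lower as well, with medians of -0.056 for the cytosolic ribosome (76 of 83 genes lower) and -0.055 for the proteasome (30 of 35 lower). Others were higher, among them genes of the integrated stress response (0.14, 21 of 26 higher) and lysosome and V-ATPase genes (0.053, 24 of 30 higher). The panel's 68 nuclear-encoded genes had a median of -0.047 between the compounds (n = 68 genes, camera p = 9.1e-04), with 58 lower and 10 higher. It was -0.025 under the correction for GC content and length (n = 68 genes, camera p = 0.11, and 0.12 with the block). With library size alone it was -0.026, with 52 lower and 16 higher. With limma on log2(TPM + 1) it was -0.0041, with 36 lower and 32 higher. The median of these 68 genes with MFI8 against vehicle was -0.032, with 45 lower and 23 higher (n = 68 genes, camera p = 0.034, 0.036 with the block, and 0.47 with the correlation estimated). All 7 V-ATPase and Na/K-ATPase genes of the panel were among the 23 higher, so these counts are not of respiratory subunits alone. After the correction for GC content and length, 38 of the 68 genes were lower and 30 higher (n = 68 genes, camera p = 0.77, and 0.75 with the block).

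A list of all nuclear-encoded subunits of the respiratory complexes, drawn up from gene names without reference to the panel, had 78 tested members. Their median log2 fold change with MFI8 against vehicle was -0.019, with 46 lower and 32 higher (n = 78 genes, camera p = 0.089, and 0.098 with the block). This direction reversed to 0.0013 under the correction for GC content and length, and to 0.0021 with the block and that correction. Over all settings with a test, the median lay between -0.025 and 0.0072. With MASM7 the median was 0.025, with 49 higher and 29 lower (n = 78 genes, camera p = 0.032, and 0.021 with the block, or adjusted p = 0.0564 and 0.0376 over the 30 tests of sets in limma). It was 0.028 under the correction (n = 78 genes, camera p = 0.0011, and 5.4e-04 with the block), and without the correction the p was 0.53 with the correlation between genes estimated. The 7 tested mitochondrially encoded subunits had a median of -0.36 with MFI8, with 6 lower and mt-Nd6 higher (camera p = 3.1e-16, and 1.3e-18 with the block, which no exact test backs for 7 genes in 2 libraries against 2). Under the correction for GC content and length, the median of these 7 genes was -0.19. Without the correction, their camera p was 0.029 with the correlation between genes estimated, and 0.054 with the block added. With MASM7 their median was -0.14 (camera p = 0.0025, and 8.1e-04 with the block, again not an exact test), which became 0.0016 under the correction for GC content and length and 0.0010 with the block added. The paper relates its findings with MFI8, the expression of respiratory genes among them, to the idea that MFI8 promotes mitochondrial dysfunction, and it states that altered mitochondrial dynamics can affect transcription.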

Next, we sought to determine whether such alterations can have an impact on the metabolites of the TCA cycle^31^. Surprisingly, MASM7 had no significant effect in the majority of the metabolites of the TCA cycle (Fig. 4h). On the contrary, MFI8 markedly reduced several metabolites such as malate, oxaloacetate, and α-ketoglutarate (Fig. 4i). Consistently, MFI8 decreased the total NAD^+^/NADH ratio, which is consistent with reduced oxidative capacity (Fig. 4j). In contrast, MASM7 had no effect on total NAD^+^/NADH ratio (Fig. 4k). Collectively, these data suggest that MFN1/2 acts as regulators of mitochondrial functionality and that mitochondrial fusion positively correlates with mitochondrial functionality.

### Inhibition of mitofusins activity induces minority MOMP and primes cells for cell death

Previous reports highlighted the importance of mitochondrial shape and function in the execution and sensitivity of the cells to various types of cell death, such as apoptosis^32–38^. Thus, we were prompted to use our compounds to better understand how mitochondrial shape regulates apoptotic signaling. Remarkably, MFI8 concentration-responsively increased caspase-3/7 activity, a key component of apoptotic signaling (Fig. 5a), whereas MASM7 had no effect on it (Fig. 5b). Furthermore, an analog of MFI8 that is unable to inhibit MFN1/2 fusogenic activity and induce aberrant mitochondrial fragmentation (Supplementary Fig. 5c, d), MFI22, did not increase caspase-3/7 activity (Fig. 5c). Consistently, deletion of *Mfn1/Mfn2* also impaired the capacity of MFI8 to increase caspase-3/7 activity (Fig. 5d). These data suggest that MFI8 induces caspase 3/7 activation in a MFNs-dependent manner. Deletion of *Apaf-1* was detrimental for the capacity of MFI8 to increase caspase 3/7 activity, suggesting that apoptosome formation is crucial for the MFI8-induced caspase 3/7 activation (Fig. 5e). Furthermore, we also analyzed cytosolic and mitochondrial fractions upon treatment with MFI8 and found that cytochrome c was released to the cytosol, albeit at modest levels (Fig. 5f). Importantly, MFI8 unlike with the combination of BH3 mimetics (ABT-737/S63845) was not able to induce cytochrome c release when treated to *Mfn1/Mfn2* DKO MEFs (Fig. 5g). Moreover, ABT-737/S63845 combination but not MFI8 decreased mitochondrial membrane potential when treated to *Mfn1/Mfn2* DKO MEFs (Fig. 5h). Collectively, these data suggest that MFI8 induces cytochrome c release and decreases membrane potential in a mitofusin-dependent manner. Interestingly, MFI8 did not increase the percentage of dead cells upon caspase 3/7 activation (Fig. 5i). Consistently, neither MFI8 nor MASM7 decreased cellular viability over the course of 72 h (Fig. 5j).

**Fig. 5:**
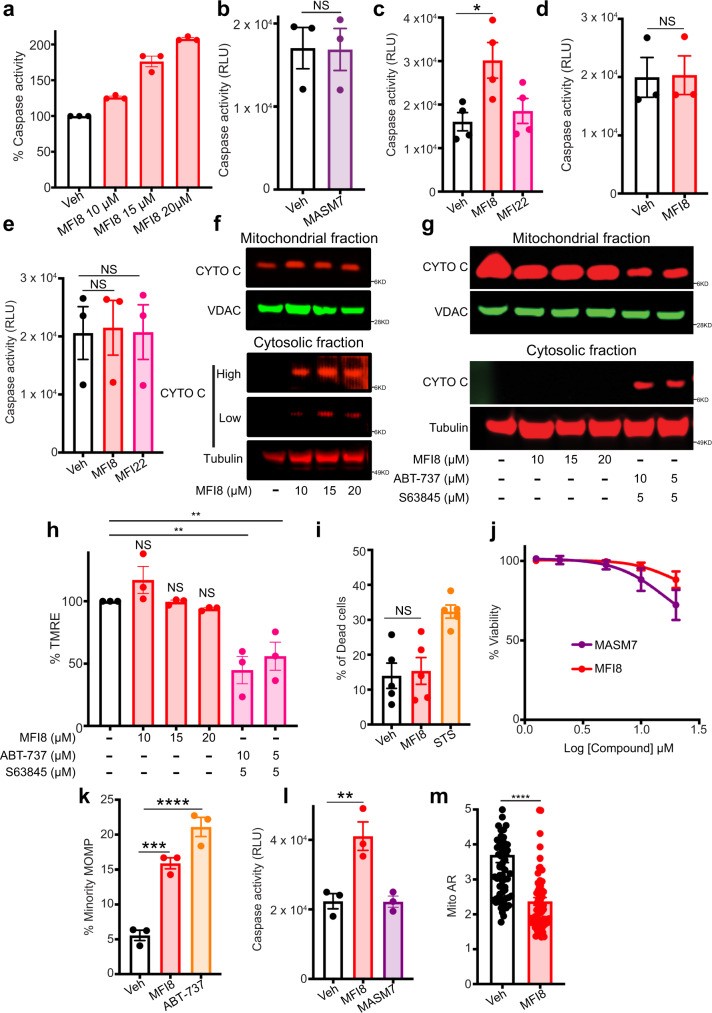
MFI8 induces minority MOMP and cytochrome c release leading to caspase 3/7 activation. **a** Caspase 3/7 assay in WT MEFs treated with MFI8 for 6 h. Data represent mean ± SEM of three independent biological replicates. **b** Caspase 3/7 assay in WT MEFs treated with MASM7 (1 μΜ, 6 h). Data represent mean ± SEM of three independent biological replicates. Caspase 3/7 assay in WT (**c**), *Mfn1/Mfn2* DKO (**d**) and *Apaf-1* KO (**e**) MEFs. Cells were treated with MFI8 or MFI22 (20 μM, 6 h). Data represent mean ± SEM of three independent biological replicates. **f** Western blot analysis of cytochrome c release from MEFs treated with MFI8 for 6 h. Blot is representative of *n* = 2 independent experiments. **g** Western blot analysis of cytochrome c release from *Mfn1/Mfn2* DKO MEFs treated with MFI8 for 6 h. ABT-737 and S63845 were used as positive controls for the assay. Blot is representative of *n* = 2 independent experiments. **h** Mitochondrial membrane potential assay in *Mfn1/Mfn2* DKO MEFs treated with MFI8 and ABT-737/S63845 for 6 h. Data represent mean ± SEM of three independent biological replicates. **i** Evaluation of dead cells using Annexin V/PI staining via flow cytometry. Cells positive to Annexin V, PI, or both, were considered as dead. Data represent mean ± SEM of five independent biological replicates. **j** Viability assay in MEFs treated with MASM7 or MFI8 for 72 h. Data represent mean ± SEM of three independent biological replicates. **k** U2OS cells expressing CytoGFP/MitoCherry were treated with MFI8 (20 μM, 6 h) or ABT-737 (10 μM, 3 h) and minority MOMP was quantified. Data represent mean ± SEM of three independent biological replicates. **l** Caspase 3/7 assay in U2OS cells treated with MFI8 (20 μM, 6 h) or MASM7 (1 μM, 6 h). Data represent mean ± SEM of three independent biological replicates. **m** Quantification of Mito AR in U2OS cells treated with MFI8 (20 μM, 6 h). Data represent mean ± SEM of *n* = 65 mitochondria. Statistics were obtained using one way ANOVA for (panels **c**, **e**, **h**, **i**, **k**, **l**) or two-tailed unpaired t-test for panels (**b**, **d**, **m**): *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

Since cytochrome *c* release and caspase-3/7 activation was detected upon MFI8 treatment, we posited that inhibition of mitochondrial fusion by MFI8 could induce mitochondrial outer membrane permeabilization (MOMP). Using an established cell imaging assay in U2OS cells that expressed fluorescent cytosolic (CytoGFP) and mitochondrial (MitoCherry) probes, we were able to quantify MOMP^39^. Notably, MFI8 induced MOMP, albeit at modest levels (Fig. 5k). Accordingly, MFI8 but not MASM7 induced caspase-3/7 activation in U2OS cells (Fig. 5l). Of note, MFI8 also inhibited mitochondrial fusion in U2OS cells (Fig. 5m). Taken all together our data suggest that MFI8 induced minority MOMP and subsequent activation of caspases 3/7, albeit at sub-lethal levels. Previously, Ichim et al. showed that minority MOMP induces genomic instability^39^. Hence, we sought to evaluate the capacity of MFI8 in inducing DNA damage using γH2AX as a readout^40^. Interestingly, MFI8 increased γH2AX foci in WT MEFs but not in *Mfn1/Mfn2* DKO MEFs, demonstrating that MFI8 induces DNA damage in a mitofusin-dependent manner (Fig. 6a–c). Of note, MASM7 did not induce DNA damage in any of the cell lines (Fig. 6a–c). 

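All 54 genes drawn in Fig. 6d had enough counts to be tested in the RNA-seq libraries of WT MEFs. With MFI8 their median log2 fold change against vehicle was 0.10, with 48 higher and 6 lower (camera against all other tested genes, two-sided, n = 54 genes, p = 4.2e-09). With the replicate block it was 0.098 (n = 54 genes, camera p = 2.5e-10), and 0.087 with the block and the correction for GC content and length. The units of this test are genes, and an exact permutation of the libraries has a floor of 0.333. The panel was drawn from these libraries, so its tests in them may count genes picked for the pattern. A separate list of DNA repair families, added later, had 47 of 82 genes higher with MFI8 (n = 82 genes, camera p = 0.36). In the replicate 1 libraries, 40 genes were higher with a median of 0.064, and in the replicate 2 libraries 48 were higher with a median of 0.13. With the correlation between genes estimated from the libraries, the alternative that moved this result most, the camera p was 0.10. With MASM7 the median was 0.059, with 40 genes higher and 14 lower (camera p = 0.014, 0.015 with the block, 0.082 with the block and the correction, and 0.40 with that correlation estimated). The median of MFI8 against MASM7 was 0.037, with 36 genes higher (camera p = 1.2e-04, 9.0e-06 with the block, and 0.22 with that correlation estimated).

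By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 0 of the 54 genes had an adjusted p under 0.05 for MFI8, and 10 had an unadjusted p under 0.05. Adjusted over the 54 genes alone, 7 passed, all higher, which shows no stability for a panel drawn from the same libraries. With the replicate block, 11 passed over all genes tested, all higher with MFI8. They were Atf3, Gadd45a, Ddit3, H1f2, Jun, Plk3, Nupr1, Pold1, Rad9a, Fos and Ndrg1. For MASM7, 0 genes passed without the block, against 6 at an unadjusted p under 0.05. Pold1 passed with the replicate block, and Ndrg1 without the block when no filter beyond 1 count in any library was applied.

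Among the higher genes, the smallest p-values belonged to Ddit3 (chromosome 10 of GRCm38, 127290774 to 127296288), Atf3 (chromosome 1, 191170296 to 191218039) and Gadd45a (chromosome 6, 67035096 to 67037457). Ddit3, a symbol the annotation gives to 2 loci, was expressed at 11.7 ± 0.662 CPM with vehicle, 14.0 ± 0.123 with MASM7 and 19.4 ± 2.68 with MFI8 (SD, n = 2). Its log2 fold change with MFI8 was 0.74 (standard error 0.12, adjusted p = 0.0924 from the same edgeR test). Atf3 had 51 and 77 counts with vehicle, 73 and 111 with MASM7 and 155 and 645 with MFI8. Its log2 fold change with MFI8 was 2.40 (standard error 0.46, adjusted p = 0.186 from edgeR), and in the separate replicates the difference was 1.56 and 2.74. Gadd45a was expressed at 6.05 ± 1.56 CPM with vehicle, 5.94 ± 0.754 with MASM7 and 14.1 ± 6.21 with MFI8 (SD, n = 2). Its log2 fold change with MFI8 was 1.23 (standard error 0.28, adjusted p = 0.269 from edgeR), and it lay between 0.68 and 1.61 with each library left out. All 3 were higher in both MFI8 libraries than in either vehicle library. Among the lower genes, Ccng1 had a log2 fold change of -0.15, Rad18 of -0.11 and Arpc5 of -0.090, with adjusted p-values from edgeR of 0.571, 0.606 and 0.621.

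**Figure D2:**
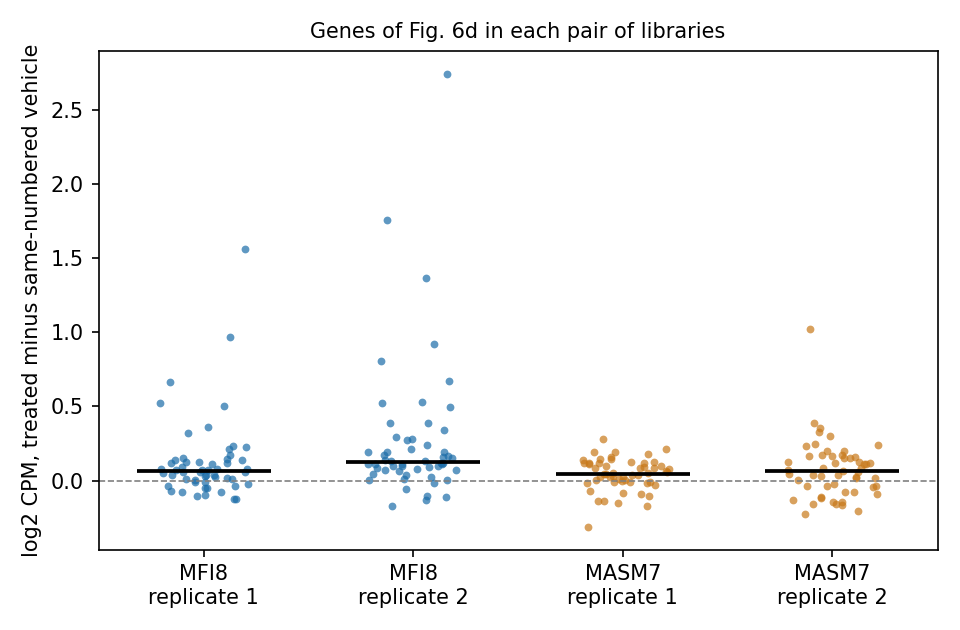
Log2 CPM of each gene of Fig. 6d in a treated library minus that in the vehicle library of the same replicate number, for both compounds, with points spread sideways for legibility. Bars are the medians, 0.064 and 0.13 for MFI8 and 0.047 and 0.063 for MASM7, and the highest point with MFI8 in each replicate is Atf3.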

Consistently, MFI8 upregulated several genes that are involved in DNA damage response in MEFs (Fig. 6d). Moreover, MFI8 induced DNA damage in U2OS cells (Fig. 6e, f). Importantly, co-treatment of a pan-caspase inhibitor, Q-VD-OPh, with MFI8 abolished the capacity of the latter to induce DNA damage in U2OS (Fig. 6g).

**Fig. 6:**
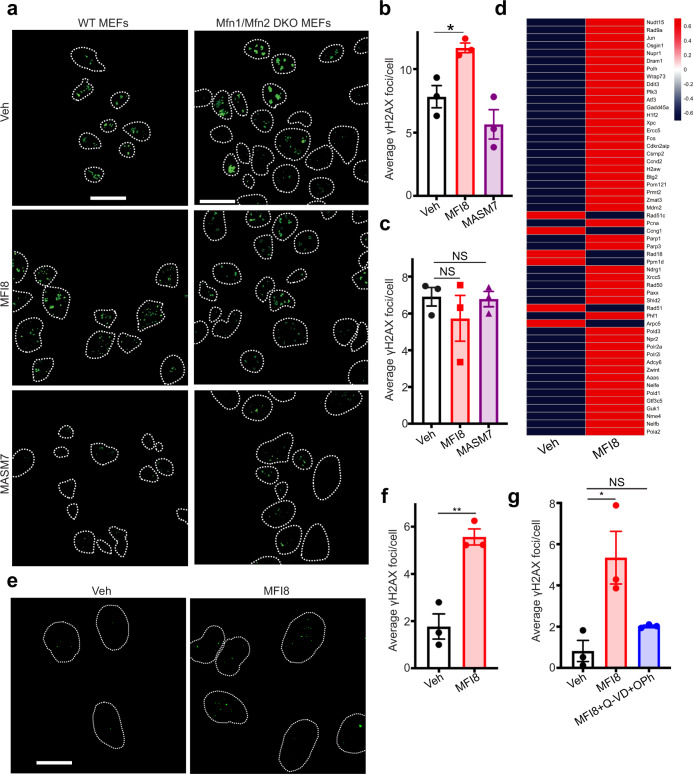
MFI8 induces DNA damage. **a** MEFs and *Mfn1/Mfn2* DKO MEFs were immunostained for γH2AX. Cells were treated with MFI8 (20 μM, 6 h) or MASM7 (1 μM, 6 h). Scale bar 20 μm. **b** Quantification of γH2AX foci of WT MEFS (**a**). Error bars represent mean ± SEM of three independent biological replicates. **c** Quantification of γH2AX foci of *Mfn1/Mfn2* DKO MEFs (**a**). Error bars represent mean ± SEM of three independent biological replicates. **d** Relative variance-stabilized expression levels of genes that are involved in DNA damage response. **e** U2OS cells were immunostained for γH2AX. Cells were treated with MFI8 (20 μM, 6 h). Scale bar 20 μm. **f** Quantification of γH2AX foci of (**e**). Error bars represent mean ± SEM of three independent biological replicates. **g** Quantification of γH2AX foci from U2OS cells treated with MFI8 or the combination of MFI8 with Q-VD-OPh. Error bars represent mean ± SEM of three independent biological replicates. Statistics were obtained using two-tailed unpaired t-test for panel (**f**) or one way ANOVA for panels (**b**, **c**, **g**): *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

We further investigated if induction of minority MOMP by MFI8 can be used to enhance the capacity of another pro-apopotic agent to induce cell death. Thus, we used BV6, a bivalent SMAC mimetic that induces caspase-dependent cell death predominantly via XIAP inhibition. Notably, deletion of *Mfn1/Mfn2* sensitized cells to BV6 treatment (Fig. 7a and Supplementary Figs. 14, 15). Constistently, MFI8 potentiated the capacity of BV6 to induce cell death (Fig. 7b and Supplementary Fig. 14). The effect of MFI8 was specific to MFN1/2 inhibition as MFI22 did not sensitize cells to BV6 treatment (Fig. 7c and Supplementary Fig. 14). Importantly, deletion of *Mfn1/Mfn2* and *Apaf-1* abolished the capacity of MFI8 to sensitize cells to BV6 treatment (Fig. 7d, e and Supplementary Fig. 15). Collectively, these results demonstrate that inhibition of MFN1/2 fusogenic activity induces minority MOMP and sub-lethal caspase-3/7 activation, which leads to DNA damage and can sensitize cells to apoptotic cell death in combination with a SMAC-mimetic.

**Fig. 7:**
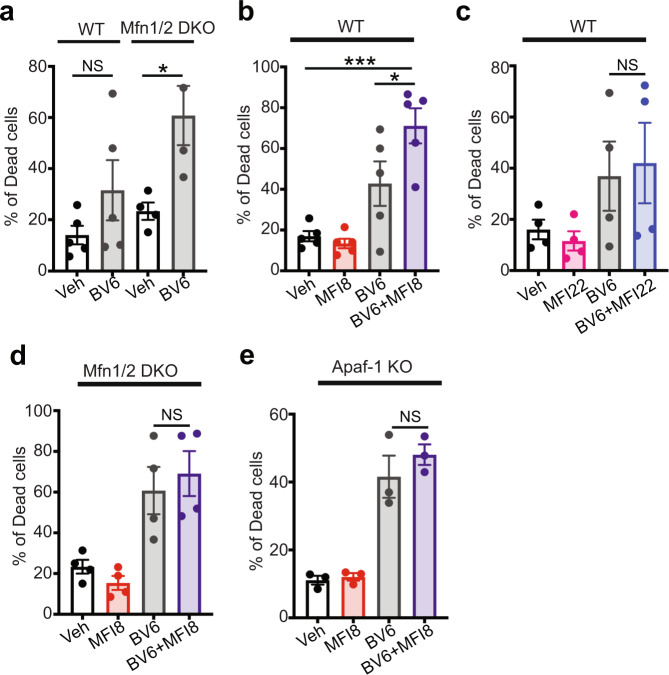
MFI8 induces cell death in combination with BV6 SMAC mimetic. Evaluation of dead cells using Annexin V/PI staining as readouts via flow cytometry. Cells that were positive to Annexin V, PI, or both, were considered as dead. Cells were treated with MFI8 or MFI22 (20 μM, 6 h) and BV6 (20 μM, 6 h). **a** Percentage of dead cells in WT and *Mfn1/Mfn2* DKO MEFs upon treatment with BV6. Data represent mean ± SEM from *n* = 5 independent experiments for WT MEFs and *n* = 4 independent experiments for *Mfn1/Mfn2* DKO MEFs. **b** Percentage of dead cells in WT MEFs upon treatment with BV6, MFI8, or the combination of both. Data represent mean ± SEM from *n* = 5 independent experiments. **c** Percentage of dead cells in WT MEFs upon treatment with BV6, MFI22, or the combination of both. Data represent mean ± SEM from *n* = 4 independent experiments. **d** Percentage of dead cells in *Mfn1/Mfn2* DKO MEFs upon treatment with BV6, MFI8, or the combination of both. Data represent mean ± SEM from *n* = 4 independent experiments. **e** Percentage of dead cells in *Apaf-1* KO MEFs upon treatment with BV6, MFI8, or the combination of both. Data represent mean ± SEM from *n* = 3 independent experiments. Statistics were obtained using one way ANOVA for panels (**a**, **b**): *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

## Discussion

Investigating the mechanisms of mitofusins regulation enables a deeper understanding of the critical function of mitofusins in mitochodrial dynamics, signaling, and related pathways such as apoptosis. Here, using structural and biochemical insights, we identified small molecules that are capable of regulating directly either positively or negatively MFN1/2 activity and subsequently mitochondrial fusion. Our studies demonstrated direct binding of the mitofusin activator MASM7 and mitofusin inhibitor MFI8 to the recombinant HR2 domain of MFN2 and to intact MFN2 localized at mitochondria in cells. Binding and activity data come in agreement with our pharmacophore models where MASM7 and MFI8 were designed to interact with the HR2 residues based on the side chains of HR1 residues. MASM7 promotes the pro-tethering conformation of MFN1/2 to enable mitochondrial fusion, whereas MFI8 impedes mitochondrial fusion by directly interfering with the tethering permissive conformation of MFN1/2. MASM7 and MFI8 were found to increase or decrease, respectively, the GTP-dependent MFN2 higher-order oligomers, demonstrating these small molecules can modulate the levels of pro-fusion oligomers, and therefore the extent of fusion among mitochondria. These data also support that the activity of MASM7 and MFI8 through their interactions with the HR2 domain of MFN1/2 is compatible with the proposed GTP-mediated dimerization of MFN1/2^17,18,20,23^. Our data indicated that MASM7 can activate both MFN2 and MFN1, while MFI8 can inhibit both MFN2 and MFN1. This can be attributed to the high sequence homology between MFN1 and MFN2, and the conservation of the residues that are located in the binding region of each small molecule between MFN1 and MFN2.

Our studies establish a direct link between MFN1/2 and mitochondrial functionality. MASM7-induced fused mitochondria were found to have increased membrane potential, mitochondrial respiration, and ATP production. On the contrary, MFI8-induced fragmented mitochondria were found to have decreased membrane potential, mitochondrial respiration, and ATP production. These findings are in line with previous reports showing that deletion of *MFN1/2* reduces mitochondrial respiration and membrane potential^8,41^. Here our data suggest a direct connection of MFN1/2 and mitochondrial fusion with improved mitochondrial function. However, the molecular mechanism that regulates the crosstalk between mitochondrial shape and function is still elusive. One possibility is that mitochondrial shape may affect the ETC by regulating the formation of respiratory complexes and supercomplexes^7,41^. An alternative explanation may place mitochondrial quality control in between mitochondrial shape and function as a regulating factor of functional mitochondria, which is known to be affected by mitochondrial shape and MFN1/2 levels^42^. Indeed, expression of MFN1/2 has been positively correlated with upregulation of mitophagy, suggesting that increased mitochondrial fusion promotes clearance of damaged mitochondria^43^. Interestingly, TCA cycle metabolites were affected only when mitochondrial fusion was inhibited by MFI8. Our data suggest that inhibition of mitochondrial fusion will reduce the activity of TCA cycle in response to decreased respiration.

Previous reports that linked mitochondrial dynamics with apoptosis typically used a cell death stimulus to induce MOMP and activate the apoptotic machinery^44–46^. For example, cytochrome *c* release, a post MOMP event, preceded mitochondrial fragmentation in cells that were treated with ABT-737, suggesting that mitochondrial fragmentation is a secondary effect in response to MOMP^45^. Our data demonstrate that minority MOMP can be induced in response to the direct inhibition of MFN1/2 and mitochondrial fusion. Although, the molecular mechanism that connects minority MOMP and mitochondrial shape will need further elucidation, our data place mitochondrial dynamics as a regulating factor of MOMP in the absence of a cell death stimulus.

Although inhibition of mitochondrial fusion induced minority MOMP, sub-lethal activation of caspases-3/7, and DNA damage as downstream events of minority MOMP, it did not induce cell death. Such inshight provides a new opportunity to use inhibition of MFN1/2 activity to sensitize cells to other agents promoting apoptosis. Here, we demonstrated that BV6, a SMAC mimetic that operates downstream of MOMP, when combined with MFI8 can synergistically induce cell death. Similar combinatorial strategies can have broad applications in cancer therapy by enhancing the activity of pro-apoptotic drugs to induce caspase-mediated apoptosis or evade resistance mechanisms^46–48^. Furthermore, inhibition of mitochondrial fusion altered the transcription of several genes that are involved in DNA repair and respiration, suggesting that changes in mitochondrial shape can impact gene transcription of diverse gene sets. Our findings suggest that these are possible homeostatic mechanisms that cells use to counteract mitochondrial stress.

MFN1/2 modulators reported here allow temporal manipulation of the fusogenic activity of MFN1/2 in a reversible fashion. This is in contrast to other small molecules that have been reported such as the drug Leflunomide, which alters MFN1/2 protein levels through loss of pyrimidine synthesis and are likely to affect non-fusogenic functions of MFN1/2^49^. Importantly, the rational discovery of MASM7 and MFI8 raises the possibility of developing novel therapeutics for disorders/syndromes where impaired mitochondrial dynamics contributes to pathogenesis. Defective MFN2 mutants have been associated with development of Charcot-Marie-Tooth disease type 2A (CMT2A) and imbalances in mitochondrial dynamics have been linked to metabolic disorders such as type II diabetes, obesity, neurodegeneration, cancer, and aging^50^. Several mutations on the GTPase, HR1 and HR2 domain of the MFN2 have been identified from patient samples and correlated with the development of the CMT2A disease. Interestingly, M376, a residue that was used for the development of the pharmacophore model for the discovery of the MFN2 activators, has been found to be mutated in patient samples to Val^23,51^. Moreover, Leu724, a residue that is located in the binding region of the MFN2 activators, has been found to be mutated in patient samples to Pro^23^. These patient mutations highlight the importance of those residues in HR1 and HR2 domains for the function of the protein. Notably, MFN2 activators have been shown to rescue mitochondrial defects of CMT2A in preclinical models raising the opportunity for the development of novel therapeutics^52^.

In summary, our study provides mechanistic insights of MFN1/2 activity that enable mitochondrial fusion and further delineates the role of MFN1/2 in controlling mitochondria function and signaling (Fig. 8). Small molecule MFN1/2 activators and inhibitors provided here will facilitate further investigation of MFN1/2 in physiological mechanisms and disease models and provide a blueprint for the discovery of novel therapeutics to target mitochondrial fusion.

**Fig. 8:**
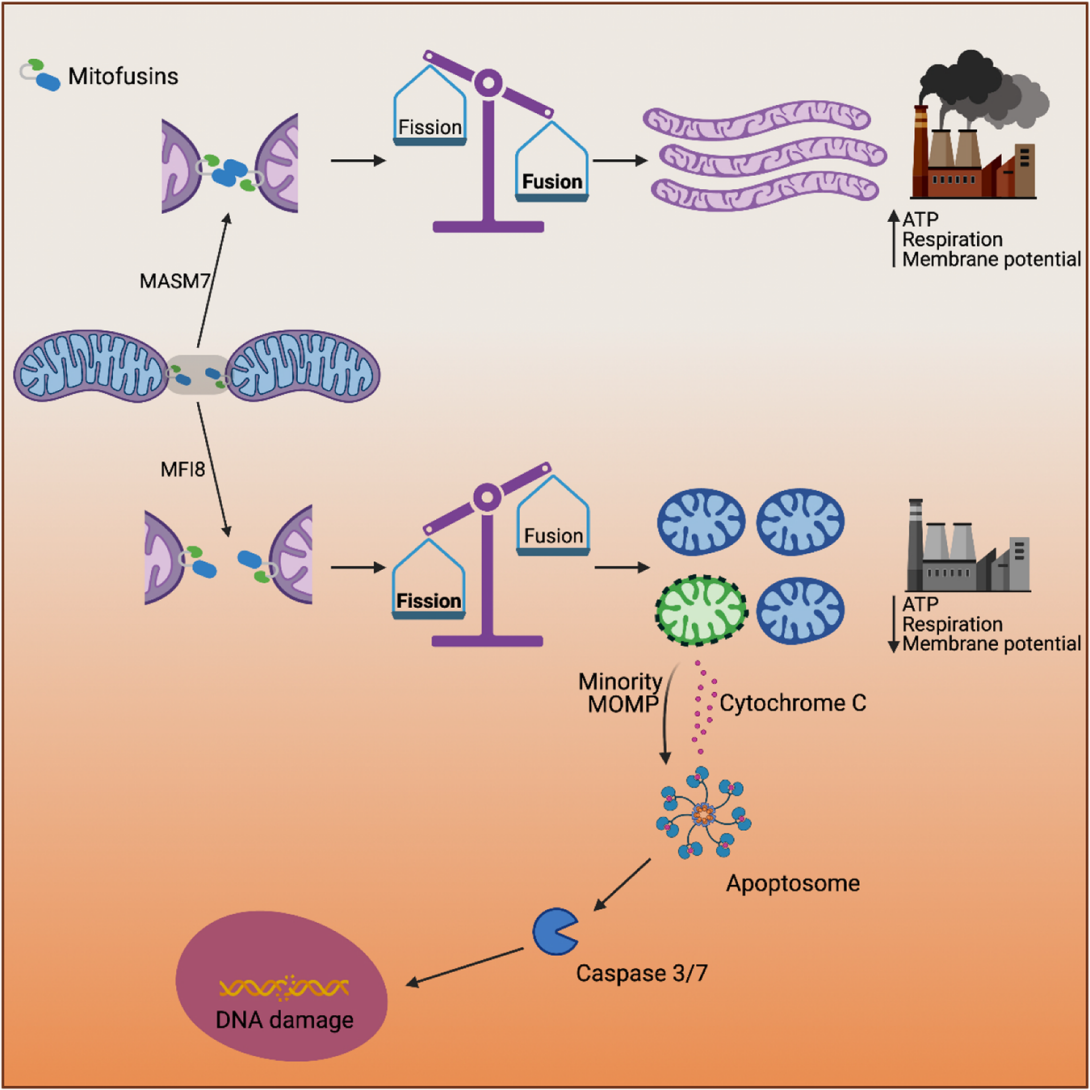
Schematic representation of the mechanism of action of MASM7 and MFI8 and their effects in mitochondrial fusion, mitochondrial functionality, and signaling. The figure was created with BioRender.com.

## Methods

### Reagents

MASM7 was obtained from Enamine (cat. # EN300-396282). Screened MASMs were purchased from Enamine, ChemBridge and ChemDiv. MFI8 was obtained from ChemBridge (cat. # 7681311) and also synthesized in house in a more stable form as a HCl salt. MFI8 was freshly dissolved in DMSO at 10 mM prior each experiment. MFI22-26 were also synthesized in house as HCl salts. The rest of the screened MFIs were purchased from Enamine, ChemBridge, ChemDiv, Vitas M, and UORSY. All compounds were >95–98% pure, dissolved in 100% DMSO to prepare a 10 mM stock solution, and diluted in aqueous buffers or cell culture medium for assays. BV6 (B4653) and Q-VD-Oph (A1901) were purchased from APExBio. Staurosporine (S1421) was purchased from Selleck. Myxothiazol (T5580) was purchased from Sigma. Rotenone (36165) was purchased from Tocris. 367–384Gly or 398–418Gly peptides were synthesized by Genscript^18^.

### Cell Lines

MEFs (WT, *Mfn1* KO, *Mfn2* KO, and *Mfn1/Mfn2* DKO) were provided by David Chan’s laboratory. *Drp1*^flox/flox^ MEFs were generated in house. *Apaf-1* KO MEFs were provided by Xuejun Jiang’s laboratory. U2OS cells were provided from Stephen Tait’s laboratory. All cells maintained in DMEM (Life Technologies) supplemented with 10% FBS, 100 U ml^−1^ penicillin/streptomycin, and 2 mM L-glutamine.

### Generation of *DRP1* KO cells

Approximately 100,000 *DRP1*^flox/flox^ MEFs were seeded on chamber slides (MatTek Corporation: 35 mm dishes, No. 1.5, 14 mm glass diameter) and infected with Adeno-Cre or Adeno-β Galactosidase at MOI of 10. The following day the media was changed and cells were infected again with Adeno-Cre or Adeno-β Galactosidase at MOI of 10 and cultured for 24 h. Finally, cells were treated with MASM7 or DMSO and imaged to assess mitochondrial morphology using live cell imaging.

### Structural model of MFN2

The structural model of MFN2 was calculated based on the I-TASSER (Iterative Threading ASSEmbly Refinement) hierarchical approach to protein structure using bacterial dynamin-like protein (PDB: 2J69) and truncated crystal structure of MFN2 (PDB ID: 6JFL). Energy minimization and analysis of the top-ranked structure was performed with MAESTRO tools (Maestro, Schrödinger Release 2016–2020, Schrödinger, LLC). PyMOL (The PyMOL Molecular Graphics System. Schrödinger Release 2016–2020, Schrödinger, LLC) was used for preparing the figures.

### In silico small molecule library preparation

eMolecules (www.emolecules.com) library of purchasable compounds was converted to 3D structures using LIGPREP (LigPrep, Schrödinger Release 2016, Schrödinger, LLC) and EPIK (Epik, Schrödinger Release 2016, Schrödinger, LLC) generating an in silico library of approximately 13.8 million compounds containing compounds with different ionization state at pH 7.0 ± 2.0, stereochemistry and tautomeric form, excluding potential Pan Assay Interference Compounds (PAINS) using PAINS definitions included in Canvas. Conformation analysis of ligands was calculated using the OPLS3 force field.

### 3D Pharmacophore model generation and screen

Phase (Phase, Schrödinger Release 2016, Schrödinger, LLC) module was used to generate a pharmacophore hypothesis and a 3D pharmacophore screen^25^. The coordinates of the HR1 helix residues Val372, Met376, and His380 from the structural model of MFN2 were used to assign pharmacophore points in 3D coordinates. Pharmacophore hypothesis included 5 features as defined in Phase for 3 hydrophobic groups to mimic the sidechain residues of Val273 and Met376 and an aromatic ring with a hydrogen-bond donor to mimic the sidechain of His380. The pharmacophore screen used the in silico library of compounds prepared from the eMolecules library in pre-existing conformations with the requirement to satisfy at least 4 out of the 5 pharmacophore features of the hypothesis. The top 1000 compounds ranked based on the Phase Score were selected for further visual analysis and clustered for diversity using dendritic fingerprints in Canvas^53^. Physicochemical and AMDET properties including Lipinski rules, permeability, logP, metabolic liabilities, and hERG inhibition were evaluated using QikProp (QikProp, Schrödinger Release 2016, Schrödinger, LLC). The highest 8 ranked compounds and the 10 most diverse compounds yielded selected molecules for experimental validation. MASM7 and MFI8 were checked for potential Pan Assay Interference Compounds (PAINS)^54^ and has not been reported as a hit in previous screens in Pubchem database.

### Molecular dynamics simulations and molecular docking

Hydrogen atoms and bond orders of a full-length (757 residues) MFN2 model were assigned to the protein by the “Protein Preparation Wizard” in MAESTRO (Schrodinger LLC, 2021). The structural model of MFN2 was generated using the bacterial dynamin-like protein (PDB: 2J69) as a template. Molecular dynamics (MD) simulations were performed using DESMOND (Schrodinger LLC, 2021). The system was solvated in a truncated orthorhombic box of size 128.3 × 85.5 × 78.6 Å using a TIP3P water model and buffer minimize box volume option in the “System Builder” tool. The system was neutralized by adding 4 Cl− ions and a salt concentration of 0.15 M of NaCl was included in the simulation box to reproduce physiological conditions. Three independent 250 ns MD simulations were performed using OPLS3e force field and the NPT ensemble at 300 K and constant pressure of 1.0325 Atm. The Nose–Hoover Chain thermostat and Martyna–Tobias–Klein barostat were used to maintain the temperature and pressure, respectively. Before production runs, the system was relaxed and pre-equilibrated using the standard equilibration protocol implemented in DESMOND (Multisim protocol). The convergence of MD simulations was assessed by means of the RMSD of protein Cα-atom positions in time. For docking of MASM7, MFI8, and analogs the full-length MFN2 model in the closed conformation was used only as there is no available such full-length crystal structure. The Induced Fit Docking mode in GLIDE (Schrodinger LLC, 2021) was used after relaxing the HR1–HR2 interaction. Ligands were converted to 3D all atom structure using LIGPREP (Schrödinger, LLC, 2021) and assigned partial charges with EPIK (Schrödinger, LLC, 2021). S685A and D625A/L724 MFN2 mutants were created in MAESTRO from the MFN2 model and were prepared for docking and MD analysis as above. After induced fit docking, the energetically top binding poses of MASM7, MFI8, and analogs were selected. To assess the stability of the ligand–HR2 interactions, MD simulations (50 ns) of ligand complexes with WT or mutated MFN2-HR2 were performed as described above, starting from the best docking poses in each case. Analysis of trajectories was performed using MAESTRO simulation event analysis tools (Schrodinger LLC) and interactive plots in MAESTRO. Interatomic distances and RMSD data obtained from MD analysis were plotted using GraphPad Prism (version 9). PyMOL (Schrodinger LLC, 2021) was used to plot structures of docked ligand complexes and MD trajectory snapshots.

### Live cell imaging

MEFs were seeded on chamber slides (MatTek Corporation: 35 mm dishes, No. 1.5, 14 mm glass diameter) at ~70% confluence. Cells were treated with MASM7 or MFI8. Then, cells were stained with MitoTracker Green (200 nM, Invitrogen) for 20 min at 37 °C. After treatments, media was replaced with FluoroBrite^TM^ DMEM (Invitrogen) supplemented with 10% FBS, 100 U ml^−1^ penicillin/streptomycin, 2 mM L-glutamine and MASM7 or MFI8 prior image acquisition. Images were taken with Leica SP5 inverted confocal microscope.

### Measurement of mitochondrial aspect ratio (Mito AR)

Images that depict stained mitochondria with mitotracker green were analyzed using FIJI We measured for each mitochondrion its length and width. Then, we divided the length by the width for each mitochondrion to get its mitochondrial aspect ratio. >200 mitochondria were measured per treatment.

### Immunofluorescent analysis and microscopy

Cells were treated with MASM7, MFI8, and or Q-VD-OPh at ∼70% confluence for 6 h. After treatments, cells were washed with PBS and fixed with 4% PFA for 15 min. Then cells were permeabilized with 0.1% Triton X-100 in PBS for 10 min. Cells were blocked with 5% BSA in PBS-T and incubated overnight with primary antibodies as indicated; γH2AX (Sigma; 05-636, 1:100 dilution). After incubation with primary antibodies, cells were washed with PBS and incubated with the appropriate mouse secondary antibody (ThermoFisher Scientific; A-11001) in the blocking solution. After PBS washes, coverslips were dipped in water and mounted on glass slides using Vectashield containing DAPI (Vector laboratories). Images were taken with Leica SP5 inverted confocal microscope. Data were analyzed with ImageJ.

### Mutagenesis

Mutagenesis on the HR2 domain for the NMR analysis or the *MFN2* gene that was used for the packaging of the adenovirus was performed by using QuikChange Lightning Site-Directed mutagenesis Kit (Qiagen; Cat. 210518). Primers were purchased from Integrated DNA Technologies (Supplementary Table 1).

### Recombinant HR2 protein production

Human MFN2 residues 678–757 corresponding to the HR2 domain were cloned into a pET-28 vector fused to a His-tag and transformed into BL21(DE3) CodonPlus (DE3)-RIPL *E. coli* cells. Cells were grown at 37 °C in 1 L of LB media to an OD_600_ of 0.8, cells were then harvested and resuspended in 1 L of Luria Broth media or M9 media supplemented with 1.5 gr/L of ^15^N ammonium chloride grown for 45 min at 37 °C and induced at 18 °C for 16 h with 1 mM isopropyl β-d-1-thiogalactopyranoside. MFN2-HR2 or ^15^N-MFN2-HR2 domain was purified from bacterial pellets by high-pressure homogenization in lysis buffer (20 mM Tris.HCl pH 7, 250 mM KCl, 25 mM imidazole, and Roche complete EDTA free protease inhibitor cocktail) and ultracentrifuged at 45,000 × *g* for 45 min. The supernatant was applied to pre-equilibrated 1 mL HisPur Ni-NTA Resin washed in lysis buffer and eluted using elution buffer (20 mM Tris.HCl pH 6, 250 mM KCl, 400 mM imidazole). MFN2-HR2 or ^15^N-MFN2-HR2 was further purified by size exclusion chromatography (Superdex 75 Increase 10/300 GL column) in gel filtration buffer (20 mM potassium phosphate pH 6, 150 mM KCl). Fractions containing the MFN2-HR2 domain were confirmed by SDS-PAGE, pooled, and concentrated to 50 μM in NMR buffer (20 mM potassium phosphate pH 6, 150 mM KCl, 10% D_2_O) using a 10 KDa cut-off Centricon spin concentrator (Millipore) for prompt use in biochemical and NMR studies.

### NMR experiments

The uniformly ^15^N-labeled protein samples were prepared by growing the bacteria in a minimal medium, as described above. Correlation ^1^H-^15^N-HSQC spectra of 50 μM MFN2-HR2 in the presence and absence of MASM7 or MFI8 or 367–384Gly or 398–418Gly were recorded on a BRUKER AVANCE IIIHD 600 MHz system equipped with a 5 mm H/F-TCI CryoProbe at 25 °C. All experiments were performed using an independent sample for each experimental measurement as a 400 μL sample in a 5 mm Shigemi; all samples were DMSO matched with 2% d_6_-DMSO. Spectra were processed using qMDD (mddnmr v2.0) and NMRPIPE and analyzed using Analysis (CCPNMR)^55,56^.

### Microscale thermopheresis

Freshly purified His-tagged MFN2-HR2 domain was used for Microscale Thermophoresis (MST) binding studies. For protein labeling, a fresh stock of 5 μM His-tag-RED-tris-NTA 2nd generation dye (Nanotemper) in 25 mM Hepes pH 7.5, 100 mM NaCl, 0.005% Tween-20 (assay buffer) was used to label 500 nM of MFN2-HR2 in the same buffer. The labeling reaction was incubated for 30 min at RT and centrifuged at 15,000 × *g* at 4  °C for 10 min. Labeled protein from the supernatant was kept on ice and used immediately. Compounds were serially diluted in 100% DMSO. Immediately before mixing with labeled protein, the dilution series was transferred in assay buffer to reach 2% DMSO. 10 μl of each compound in the final series was mixed with 10 μl of labeled protein and samples were incubated for 5 min at 30 °C before MST measurement using a MonolithNT.115 instrument (Nanotemper). Peptides were diluted in assay buffer plus 2% DMSO and treated as above. Final MST conditions: 25 mM Hepes pH 7.5, 100 mM NaCl, 0.005% Tween-20, 1% DMSO, 125 nM labeled HR2, 25 nM NTA dye, temperature 30 °C, LED power 40%, MST power Medium, before MST 3 s, MST-on, 10 s, after MST: 1 s. Samples were measured in standard capillaries (Nanotemper) and showed no aggregation according to post-run analysis using the Monolith data collection software (Nanotemper). Kd values were obtained from non-linear regression fits of normalized data to a three or four parameter logistic curve, using GraphPad Prism 9.

### In vitro MFN2 oligomerization

MEFs were seeded in 8 × 15 cm^2^ dishes and grown at ~90% confluence. Then, mitochondria were isolated according to previously published protocol^28^. Briefly, cells were harvested, pelleted and washed with cold PBS. Then, cells were resuspended in cold mitochondrial isolation buffer (0.2 M sucrose, 10 mM Tris-MOPS pH 7.4, 1 mM EGTA, 5 mM Mg(OAc)_2_, 50 mM KOAc, 1 × HALT protease inhibitors, 0.5 mM PMSF) and homogenized in dounce homogenizer with 20 strokes. Isolated mitochondria were incubated with 2 mM GTP, 10 μM MASM7 and 40 μM MFI8 at 37 °C for 30 min. Equal volume of 2× lysis buffer was added to each reaction to have final concentration of (50 mM Bis-Tris, 50 mM NaCl, 10% Glycerol, and 1% wt/vol Digitionin), then samples were incubated on ice for 15 min. Lysates were centrifuged at 16,000 × *g* at 4 °C for 30 min. Subsequently, supernatant was mixed with NativePAGE 5% G-250 Sample Additive to a final concentration of 0.25%.

### Blue native PAGE

The procedure for the Blue native PAGE (BN-PAGE) electrophoresis was adapted from previously published protocol^28^. Lysates from the in vitro MFN2 oligomerization experiment were resolved with a Novex Native PAGE 4–16% Bis-Tris Protein Gels (Invitrogen) at 4 °C. The gels were firstly run in the dark cathode buffer at 40 V for 30 min and then at 100 V for 30 min. Then, the dark cathode buffer was replaced with light cathode buffer and the gels were run at 100 V for 30 min and at 200 V for 1 h and 50 min. Next, the gels were transferred to polyvinylidene fluororide (PVDF) membranes at 30 V for 16 h using a transfer buffer (Tris 25 mM, 192 mM glycine, 20% methanol). Once the transfer was completed, the membranes were incubated 8% acetic acid for 15 min and subsequently washed with water for 5 min. Then, membranes were dried at 37 °C for 20 min, rehydrated in 100% methanol, and washed with water. Finally, membranes were blocked for 1 h in PBS-T containing 5% milk and 1% BSA and incubated overnight with an anti-MFN2 antibody (Cell Singaling; # 9482S) at a 1:1000 dilution.

### Cellular extract thermal shift assay (CETSA)

MEFs were seeded in 8 × 15 cm^2^ dish and grown at ~90% confluence. The media was then removed and cells were washed with PBS. Cells were harvested using a cell scraper and centrifuged at 300 × *g* in 4 °C for 3 min. Then, cells were resuspended in 4 ml PBS. A suspension of 1 ml cells was treated with MASM7 (100 μM), MFI8 (100 μM), the combination of both compounds or DMSO (100 μM), and left rotating for 1 h at room temperature. Upon completion of the treatment, 50 μl of the suspension of cells were transferred to PCR tubes and heated in a Biorad C1000 Touch Thermal Cycler for 3 min using a temperature gradient (25, 37, 39, 42, 46, 51, 56, and 59 °C). All cells were lysed by four cycles of freeze-thawing using liquid nitrogen. Samples were then centrifuged at 20,000 × *g* for 15 min. Equal volumes of supernatants were run on 10-well 4–12% NuPAGE SDS-PAGE gels (Invitrogen) and analyzed by western blot. ACTIN, which is temperature insensitive under these conditions, served as loading control. Results were quantitated by densitometric analysis as described below.

### Densitometric analysis

Densitometric data from western blot scanned films were obtained using Image Studio software (LI-COR). Data were corrected to loading control (total ACTIN) and normalized to the treated bands that correspond to 25 °C (100%) and blot backgrounds (0%). Tm values were obtained from non-linear regression fits of normalized data to a four-parameter logistic curve (4PL), using GraphPad Prism 8.

### Western blot

Western blots were performed from whole cell lysates (WCL) prepared in lysis buffer containing 50 mM Tris-HCl pH 7.5, 1% Triton X-100, 150 mM NaCl, 5 mM MgCl_2_, 1 mM EGTA, and 10% glycerol in the presence of protease inhibitor cocktail (Roche). WCL were separated on a 4–12% NuPAGE MES gel (Invitrogen), transferred into a PVDF membrane, block for 1 h, and immunoblot with the corresponding antibodies.

### Mitochondrial polarization assay (mtΔΨ) in cellulo

MEFs (10^4^ cells/well) were seeded in a 96-well black plate and treated with MASM7, MFI8, or ABT-737/S63845 for 6 h. Following treatments, cells were stained with 250 nM TMRE (Sigma; Cat. 87917) for 20 min at 37 °C. Subsequently, cells were washed with thrice with PBS. Fluorescence intensity was detected by a M1000 microplate reader (TECAN, Ex: 540 nm/Em: 579 nm).

### Mitochondrial polarization assay (mtΔΨ) in isolated mitochondria

Mitochondria were isolated based on established protocol^57^. Isolated mitochondria (50 μg) were treated with MASM7 (10 μM, 30 min) or CCCP (30 μM, 30 min). Subsequently, mitochondria were washed with twice with PBS. Fluorescence intensity was detected by a M1000 microplate reader (TECAN, Ex: 540 nm/Em: 579 nm).

### Mitochondrial respiration in cellulo

Mitochondrial oxygen consumption rates (OCR) were assessed using a XF24 Analyzer (Seahorse Biosciences, Billerica MA, USA). In brief, 3 × 10^4^ MEFs were cultured in a XF24 cell culture microplate containing DMEM supplemented with 10% fetal bovine serum. Cells were treated with MASM7 (1 μM) or MFI8 (20 μM) 6 h prior to OCR analysis. Mitochondrial respiration was assessed by the sequential addition of oligomycin (1 μM), carbonyl cyanide-*4*-(trifluoromethoxy)phenylhydrazone (FCCP, 2 μM) and rotenone (1 μM)-antimycin (1 μM) as previously reported^58^. OCR was normalized to cell number or total protein content per well for each condition tested.

### Mitochondrial respiration in isolated mitochondria

Mitochondria were isolated based on established protocol^57^. Isolated mitochondria were treated with MFI8 (20 μM) for 30 min prior to OCR analysis. OCR was measured using the Mitocell (MT200), a Clarktype electrode from Strathkelvin instruments. Isolated mitochondria (50 μg) from murine cardiomyocytes were loaded into the 50 μL magnetically stirred respiration chamber containing EBm buffer (1 M sucrose, 0.01 M Tris/HCl, 1 M MgCl_2_, 0.1 M EGTA/Tris, 2 mM KH_2_PO_4_, pH 7.4). Glutamate and malate were added to the vessel at final concentrations of 0.25 and 0.125 M, respectively. Respiration was measured after the addition of substrates (glutamate and malate) and termed “state 2 respiration”. ADP was then added at a final concentration of 800 μM to measure “state 3 respiration.” Addition of oligomycin at final concentration 800 ng/ml was used to quench the reaction and measure proton leakage. Finally, FCCP was added at final concentration 200 nm to measure maximum (uncoupled) respiration.

### Metabolomics

MEFs were treated with MASM7 and MFI8. Cells were harvested using a cell scraper and centrifuged at 300 × *g* in 4 °C for 3 min. Each cell pellet sample was suspended into 250–700 μL of 80% aqueous methanol in an Eppendorf tube. The samples were vortex mixed for 15 s and sonicated in an ice-water bath for 5 min, followed by centrifugal clarification at 20,000 × *g* and 5 °C in an Eppendorf 5424R centrifuge. The clear supernatants were collected. A standard stock solution of TCA cycle carboxylic acids, NAD and NADH was prepared in 80% methanol as S1. This standard solution S1 was serially diluted 1 to 4 (v/v) with the same solvent to make standard solutions S2 to S10. 20 μL of each standard solution and an aliquot of the clear supernatant from each cell was mixed with 20 μL of an internal standard solution containing 9 ^13^C- or deuterium labeled analogs of the TCA cycle carboxylic acids (except isocitric acid), 20 μL of 200 mM 3-NPH solution and 20 μL of 150 mM of EDC solution. The mixtures were allowed to react at 30 °C for 30 min. After reaction, 120 μL of water was added to each solution. 10 μL of the resultant solutions was injected into a C18 UPLC column to quantitate the TCA cycle carboxylic acids by UPLC-MRM/MS with (−) ion detection, according to the established procedure^59^.

### Caspase-3/7 activation assay

Cells (5 × 10^3^ cells/well) were seeded in a 96-well white plate and treated with MASM7, MFI8. Caspase 3/7 activation was measured after 6 h by addition of the Caspase-Glo 3/7 reagent according to the manufacturer’s protocol (Promega). Luminescence was detected by a F200 PRO microplate reader (TECAN). Caspase assays were performed in at least triplicate and the data normalized to vehicle-treated control wells. Dilutions of MASM7 or MFI8 were performed using a TECAN D300e Digital Dispenser from 10 mM stocks.

### Cytochrome *c* release

MEFs were seeded in a 10 cm^2^ dish and grown at ~70% confluence. Following 6 h treatment with MFI8, cells were harvested and lysed in digitonin buffer [20 mM Hepes, pH 7.2, 10 mM KCl, 5 mM MgCl_2_, 1 m MEDTA, 1 mM EGTA, 250 mM sucrose, 0.025%Digitonin (from 5% w/v stock) and complete protease inhibitors (Roche Applied Science)] on ice for 10 min. Then, supernatants were isolated by centrifugation at 15,000 × *g* for 10 min. Mitochondrial pellets solubilized in 1%Triton X-100/PBS for 1 h at 4 °C. Solubilized Pellets were subjected to a 20,000 × *g* spin for 10 min. Samples were prepared for western blot analysis and separated by 4–12% NuPage (Life Technologies).

### Cell viability assay

Cells (5 × 10^3^ cells/well) were seeded in a 96-well white plate and treated with serial dilutions of MASM7 or MFI8. Cell viability was assayed after 72 h by addition of CellTiter-Glo reagent according to the manufacturer’s protocol (Promega). Luminescence was measured using a F200 PRO microplate reader (TECAN). Viability assays were performed in at least triplicate and the data normalized to vehicle-treated control wells. Dilutions of MASM7 or MFI8 were performed using a TECAN D300e Digital Dispenser from 10 mM stocks.

### Cell death assay

Cells (2 × 10^5^ cells/well) were seeded in a 6-well plate and treated with the indicated drugs for 6 h. Cells were dissociated using Accutase (Thermo Fisher; Cat. #00-4555-56) in order to avoid accidental exposure of phosphatidylserine on the outer plasma membrane. Cell death was evaluated with Dead Cell Apoptosis Kit with Annexin V Alexa Fluor™ 488 & Propidium Iodide (Thermo Fisher; Cat. # V13241) according to the manufacturer’s protocol. Data was acquired by BD LSRII flow cytometer system using BD FACSDiva software. Data was analyzed by FlowJo (BD).

### Minority MOMP

U2OS cells (100,000) were seeded onto glass coverslips and transfected with 250 ng each of CytoGFP and Mito-mCherry. 16 h after transfection, cells were treated with compounds for 3 h and then fixed in 4% paraformaldehyde. Cells were imaged on a Zeiss LSM880 with Airyscan using a 63 × 1.4NA objective. Subsequent to acquistition, images were processed using the Airyscan processing function in ZEN software. Minority MOMP was quantified by manually scoring the co-localisiation of CytoGFP and mito-mCherry.

### Analysis of mitochondrial biogenesis-related genes by q-PCR

Total RNA was extracted by using RNeasy Mini Kit (Qiagen) followed by cDNA synthesis using the SuperScript IV VILO Master Mix (Thermo Scientific), both performed according to the manufacturer’s protocol. For the q-PCR reaction, Power SYBR Green master mix (Thermo Scientific) was used according to the manufacturer’s instructions. Briefly, each reaction consisted of 10 ng cDNA, 5 μL Power SYBR Green master mix, 200 nM primers (forward and reverse), and RNase-free water up to 10 μL. q-PCR was performed on the ViiA 7 Real-Time PCR System (Thermo Scientific) with the following cycle parameter: 95 °C for 10 min, 40 cycles of 95 °C for 15 s, and 60 °C for 1 min. q-PCR products were analyzed by melting curves for unspecific products or primer dimer formation. *Rpl39* was used as housekeeping gene and 2^−^^ΔΔCT^ method was applied to determine the relative mRNAs expression. Primers were purchased from Integrated DNA Technologies (Supplementary Table 2).

### Determination of mtDNA to genomic DNA ratio by q-PCR

DNA was extracted using DNeasy Blood and Tissue kit (Qiagen) according to the manufacturer’s protocol. q-PCR was used to determine the ratio of mitochondrial DNA (mtDNA) and genomic DNA (gn DNA). Each reaction consisted of 5 ng of DNA, 5 μL Power SYBR Green master mix (Thermo Scientific), 200 nM primers (forward and reverse), and RNase-free water up to 10 μL. q-PCR was performed on the ViiA 7 Real-Time PCR System (Thermo Scientific) at 95 °C for 10 min, 40 cycles of 95 °C for 15 s, and 60 °C for 1 min, followed by melting curve analysis. 2^−ΔΔCT^ method was applied to determine the mtDNA/nDNA ratio, being ΔCT = CT(mtDNA gene)−CT(nDNA gene). Primers were purchased from Integrated DNA Technologies (Supplementary Table 3).

### RNA-seq

Sequencing results were demultiplexed and converted to FASTQ format using Illumina bcl2fastq software. The sequencing reads were adapter and quality trimmed with Trimmomatic^60^ and then aligned to the mouse genome (build mm10/GRCm38) using the splice-aware STAR aligner^61^. The featureCounts program^62^ was utilized to generate counts for each gene based on how many aligned reads overlap its exons. These counts were then normalized and used to test for differential expression using negative binomial generalized linear models implemented by the DESeq2 R 1.26.0 package^63^.

### Chemical syntheses

All chemical reagents and solvents were obtained from commercial sources and used without further purification. FastWoRX^TM^ was purchased from Faster Chemistry LLC. Microwave reactions were performed using an Anton Paar Monowave 300 reactor. Chromatography was performed on a Teledyne ISCO CombiFlash *R*_f_ 200i using disposable silica cartridges. Analytical thin layer chromatography (TLC) was performed on Merck silica gel plates and compounds were visualized using UV. NMR spectra were recorded on a Bruker 600 spectrometers. ^1^H chemical and ^13^C chemical shifts (δ) are reported relative to tetramethyl silane (TMS, 0.00 ppm) as internal standard or relative to residual solvent signals. Mass spectra were recorded by the Proteomics Facility at the Albert Einstein College of Medicine.

Synthesis of compound **8** (MASM7). See synthetic route at Supplementary Fig. 16a.

Synthesis of compound **4**:

Step 1. Cyclopropanecarbohydrazide **(2)**: A mixture of methyl cyclopropanecarboxylate (26.31 g, 26.28 mmol) of **1** and hydrazine hydrate (30 g) was refluxed for 12 h and then placed in vacuum desiccators over sulfuric acid for several days. The crude product was recrystallized from benzene containing a small amount of ethanol and yielded hydrazide **2** (22.4 g, 85%).

Step 2. 2-(cyclopropanecarbonyl)-N-phenylhydrazine-1-carbothioamide **(3)**. Hydrazide **2** (2.08 g, 20.8 mmol) and phenyl isothiocyanate (2.16 g, 16.0 mmol) were dissolved in THF (80 mL), and the mixture was heated to reflux for 7 hours. After cooling, the insoluble product was collected by filtration and washed with water, yielding **3** (3.52 g, 94%).

Step 3. 5-cyclopropyl-4-phenyl-4H-1,2,4-triazole-3-thiol **(4)**. A solution of potassium hydroxide (2.16 g (38.5 mmol) in water (50 mL) was stirred while **3** (3.50 g, 14.9 mmol) was added. The solution was warmed on a steam bath for 1 hour. After cooling, the solution was poured into a dilute hydrochloric acid solution. The insoluble product was collected by filtration and washed with water, giving **4** (2.36, g 73%).

^1^H NMR (400 MHz, DMSO-*d6*) δ 13.60 (s, 1H), 7.55 (m, 3H), 7.46 (d, 2H), 1.47 (m, 1H), 0.90 (m, 2H), 0.83 (m, 2H). ^13^C NMR (101 MHz, DMSO-*d6*) δ 168.06, 154.14, 134.28, 129.83, 128.80, 7.47, 6.73. APSI MS: calculated for C_11_H_12_N_3_S (M + H)^+^ 218.1 found 218.2.

Synthesis of compound **8**:

Step 4. 2-amino-5,6-dihydro-4H-cyclopenta[b]thiophene-3-carboxamide **(6)**. To the stirred solution of cyclopentanone (25.71 g, 306 mmol), 2-cyanoacetamide **5** (25.0 g, 297 mmol), sulfur powder (9.80 g, 306 mmol) in ethanol (400 ml) was added morpholine (53.3 mL, 618 mmol) and the reaction mixture was stirred at room temperature for 6 h. The reaction mixture was concentrated, diluted with EtOAc and washed with H_2_O (2 × 300 mL). The separated organic layer was dried over anhydrous Na_2_SO_4_, evaporated and crystallized from ethanol to get compound **6** (29.52 g, 53%).

Step 5. 2-(2-chloropropanamido)−5,6-dihydro-4H-cyclopenta[b]thiophene-3-carboxamide **(7)**. To a mixture of **6** (3.00 g, 16.5 mmol) and triethylamine (1.83 g, 18.1 mmol) in CH_2_Cl_2_ (20 mL) was added 2-chloropropionyl chloride (2.30 g, 18.1 mmol) slowly at 0 °C, and the resulting mixture was stirred at room temperature for 2 h. The reaction mixture was concentrated to half of the volume to afford the solid product, which was filtered, washed with CH_2_Cl_2_ (2 mL), and dried to provide compound **7** (3.68 g, yield 82%).

^1^H NMR (DMSO-*d6*, 400 MHz) δ 12.67 (s, 1H), 7.66 (s, 1H), 6.74 (s, 1H), 4.97 (q, 1H), 2.92 (t, 2H), 2.80 (t, 2H), 2.35 (p, 2H), 1.67 (d, 3H),. ^13^C NMR (101 MHz, DMSO-*d6*) δ 167.45, 166.50, 147.80, 139.74, 132.83, 112.51, 55.12, 29.48, 28.73, 28.16, 22.04. APSI MS: calculated for C_11_H_14_ClN_2_O_2_S (M + H)^+^ 273.1 found 273.0.

Step 6. 2-(2-((5-cyclopropyl-4-phenyl-4H-1,2,4-triazol-3-yl)thio)propanamido)−5,6-dihydro-4H-cyclopenta[b]thiophene-3-carboxamide **(8)**. To a mixture of compound **4** (3.30 g, 15.2 mmol) and KOH (0.940 g, 16.8 mmol) in methanol (100 mL), compound **7** (5.40 g, 19.8 mmol) was added and the reaction mass was vigorously stirred for 1 hour at 35 °C. The volatiles were evaporated, and the residue was diluted with water. The product was extracted with dichloromethane. The organic extract was dried over Na_2_SO_4_ and evaporated under reduced pressure. The residue was purified by silica gel column chromatography to give the target compound **8** (MASM7, 2.50 g (5.51 mmol, 36%).

^1^H NMR (DMSO-*d6*, 400 MHz) δ 0.91 (m, 2H), 1.48 (d, 3H), 1.54 (m, 1H), 2.34 (m, 2H), 2.78 (t, 2H), 2.89 (t, 2H), 4.35 (q, 1H), 6.66 (s, 1H), 7.53 (m, 6H), 12.35 (s, 1H). ^13^C NMR (101 MHz, DMSO-*d6*) δ 167.69, 167.34, 157.86, 148.26, 147.53, 139.61, 133.42, 132.38, 130.26, 127.88, 112.08, 45.32, 29.53, 28.74, 28.18, 18.14, 7.89, 6.25. APSI MS: calculated for C_22_H_24_N_5_O_2_S_2_ (M + H)^+^ 454.1 found 454.2.

Synthesis of 4-Chloro-2-(1-((2,3-dimethylphenyl)amino)ethyl)phenol **(11** or MFI8**)**. See the synthetic route at Supplementary Fig. 16b.

4-Chloro-2-(1-((2,3-dimethylphenyl)amino)ethyl)phenol **(11** or MFI8): 1-(5-chloro-2-hydroxyphenyl)ethan-1-one (880 mg, 5.16 mmol), 2,3-dimethylaniline (940 mg, 7.74 mmol), acetic acid (4.8 mL) and methanol (1.2 mL) were combined in a microwave vial. The vial was capped and heated to 100 °C for 120 min. After cooling to room temperature. NaBH_3_CN (486 mg, 7.74 mmol) was added and the mixture was stirred for 30 min. The reaction mixture was diluted with water (100 mL) and FastWoRX (4.5 g) was added along with CH_2_Cl_2_ (15 mL). The CH_2_Cl_2_ was then removed on rotavap then the solids were filtered and washed with water, aq. NaHCO_3_, water, and finally air-dried. The dry polymer was loaded in a cartridge and the product was purified by column chromatography (12 g silica; 0–30% CH_2_Cl_2_ in hexanes). In some cases, the product was contaminated with excess primary aniline at this stage. The impurity can be removed by dissolving in minimum CH_2_Cl_2_ and adding hexanes to precipitate the product. The liquid phase is then removed and the solids are washed with hexanes to give pure product. The fractions containing the product were collected and reduced to about half the volume before HCl (1 M in Et_2_O; 10 mL) was added, causing precipitation of the HCl salt which was collected by filtration (440 mg, 1.41 mmol, 27%).

TLC: *R*_f_ = 0.52 (Hexanes:CH_2_Cl_2_ 1:2; UV). ^1^H NMR (600 MHz, D_2_O): δ 7.24 (d, *J* = 2.6 Hz, 1H), 7.23–7.17 (m, 2H), 7.06 (t, *J* = 7.8 Hz, 1H), 6.95 (d, *J* = 8.0 Hz, 1H), 6.78 (d, *J* = 8.7 Hz, 1H), 4.90 (*q*, *J* = 6.9 Hz, 1H), 2.21 (s, 3H), 2.20 (s, 3H), 1.65 (d, *J* = 7.0 Hz, 3H). ^13^C NMR (151 MHz, D_2_O): δ 153.34, 140.28, 131.42, 131.01, 130.73, 130.66, 128.66, 126.41, 124.59, 123.14, 121.81, 117.27, 58.19, 19.36, 15.71, 13.15. ESI-MS: calculated for C_16_H_19_ClNO (M + H)^+^ 276.1150 found 276.1150.

### Synthesis of 2-(1-((2,3-Dimethylphenyl)amino)ethyl)phenol (**12** or MFI22)

2-(1-((2,3-Dimethylphenyl)amino)ethyl)phenol (MFΙ22): synthesized following the general procedure from 1-(2-hydroxyphenyl)ethan-1-one (200 mg, 1.47 mmol) and 2,3-dimethylaniline (240 mg, 1.98 mmol) yielding 32 mg (9%).

TLC: *R*_f_ = 0.47 (Hexanes:CH_2_Cl_2_ 1:2; UV). 1H NMR (600 MHz, D_2_O) δ 7.34–7.25 (m, 3H), 7.13 (*t*, *J* = 7.8 Hz, 1H), 7.04 (d, *J* = 8.0 Hz, 1H), 6.94 (t, *J* = 7.6 Hz, 1H), 6.92 (d, *J* = 8.6 Hz, 1H), 4.99 (q, *J* = 6.9 Hz, 1H), 2.29 (d, *J* = 14.1 Hz, 6H), 1.73 (d, *J* = 7.0 Hz, 3H). ^13^C NMR (151 MHz, D2O) δ 154.43, 140.19, 131.59, 131.07, 130.92, 130.71, 128.99, 126.38, 121.78, 121.58, 120.62, 115.87, 58.77, 19.37, 15.89, 13.14. ESI-MS: calculated for C_16_H_20_NO (M + H)^+^ 242.1139 found 242.1538.

### Synthesis of 4-Chloro-2-(((2,3-dimethylphenyl)amino)methyl)phenol (**13** or MFI23)

4-Chloro-2-(((2,3-dimethylphenyl)amino)methyl)phenol (**13** or MFI23): synthesized following the general procedure from 5-chloro-2-hydroxybenzaldehyde (204 mg, 1.30 mmol) and 2,3-dimethylaniline (240 mg, 2.0 mmol) yielding 34 mg (10%).

TLC: *R*_f_ = 0.46 (Hexanes:CH_2_Cl_2_ 1:2; UV). ^1^H NMR (600 MHz, D_2_O) δ 7.35–7.31 (m, 2H), 7.22 (t, *J* = 7.8 Hz, 1H), 7.18 (d, *J* = 2.7 Hz, 1H), 7.11 (d, *J* = 8.0 Hz, 1H), 6.93 (d, *J* = 8.7, 1H), 4.53 (s, 2H), 2.31 (s, 3H), 2.28 (s, 3H). ^13^C NMR (151 MHz, D_2_O) δ 154.25, 140.28, 132.39, 131.45, 131.23, 131.03, 130.39, 126.79, 124.14, 120.87, 118.48, 116.76, 50.74, 19.33, 12.73. ESI-MS: calculated for C_15_H_17_ClNO (M + H)^+^ 262.0993 found 262.0993.

### Synthesis of 4-Chloro-2-((m-tolylamino)methyl)phenol (**14** or MFI24)

4-Chloro-2-((m-tolylamino)methyl)phenol (**14** or MFI24): synthesized following the general procedure from 5-chloro-2-hydroxybenzaldehyde (204 mg, 1.30 mmol) and m-toluidine (209 mg, 1.95 mmol) yielding 50 mg (16%).

TLC: *R*_f_ = 0.38 (Hexanes:CH_2_Cl_2_ 1:2; UV). ^1^H NMR (600 MHz, D_2_O) δ 7.39 (t, *J* = 7.8 Hz, 1H), 7.34 (d, *J* = 7.7 Hz, 1H), 7.32 (dd, *J* = 8.7, 2.6 Hz, 1H), 7.18 (s, 1H), 7.16–7.13 (m, 2H), 6.93 (d, *J* = 8.7 Hz, 1H), 4.57 (s, 2H), 2.35 (s, 3H). ^13^C NMR (151 MHz, D2O) δ 154.06, 140.97, 133.74, 131.40, 131.10, 130.49, 129.85, 124.12, 123.15, 119.60, 118.47, 116.75, 51.21, and 20.22. ESI-MS: calculated for C_14_H_15_ClNO (M + H)^+^ 248.0837 found 248.0837.

### Synthesis of 4-Chloro-2-(1-(phenylamino)ethyl)phenol (**15** or MFI25)

4-Chloro-2-(1-(phenylamino)ethyl)phenol (**15** or MFI25): synthesized following the general procedure from 1-(5-chloro-2-hydroxyphenyl)ethan-1-one (222 mg, 1.30 mmol) and aniline (182 mg, 2.0 mmol) yielding 22 mg (7%).

TLC: *R*_f_ = 0.39 (Hexanes:CH_2_Cl_2_ 1:2; UV). ^1^H NMR (600 MHz, D_2_O) δ 7.40–7.35 (m, 3H), 7.28–7.23 (m, 2H), 7.18 (dd, *J* = 8.6, 2.5 Hz, 1H), 7.15 (d, *J* = 2.6 Hz, 1H), 6.80 (d, *J* = 8.7 Hz, 1H), 4.90 (q, *J* = 6.9 Hz, 1H), 1.68 (d, *J* = 7.0 Hz, 3H). ^13^C NMR (151 MHz, D_2_O) δ 153.12, 133.06, 130.52, 129.92, 129.85, 128.81, 124.56, 123.15, 123.03, 117.26, 59.30, and 15.97. ESI-MS: calculated for C_14_H_15_ClNO (M + H)^+^ 248.0837 found 248.0836.

### Synthesis of N-(1-(3-chlorophenyl)ethyl)−2,3-dimethylaniline (**16** or MFI26)

N-(1-(3-chlorophenyl)ethyl)−2,3-dimethylaniline (**16** or MFI26): synthesized following the general procedure from 1-(3-chlorophenyl)ethan-1-one (200 mg, 1.30 mmol) and 2,3-dimethylaniline (235 mg, 1.9 mmol) yielding 30 mg (9%).

TLC: *R*_f_ = 0.31 (Hexanes:CH_2_Cl_2_ 1:2; UV). ^1^H NMR (600 MHz, D_2_O) δ 7.48 (m, 1H), 7.37 (t, *J* = 7.9 Hz, 1H), 7.34 (t, *J* = 1.9 Hz, 1H), 7.33 (d, *J* = 7.5 Hz, 1H), 7.25 (d, *J* = 7.8 Hz, 1H), 7.15 (t, *J* = 7.8 Hz, 1H), 6.89 (d, *J* = 8.0 Hz, 1H), 2.29 (s, 3H), 2.14 (s, 3H), 1.85 (d, *J* = 6.9 Hz, 3H). *NOTE:* The signal from the benzylic proton is obscured by the solvent signal. ^13^C NMR (151 MHz, D_2_O) δ 140.42, 136.50, 134.15, 131.39, 131.08, 130.58, 130.47, 129.91, 128.30, 126.67, 126.52, 121.94, 62.35, 19.34, 16.90, and 13.14. ESI-MS: calculated for C_16_H_19_ClN (M + H)^+^ 260.1201 found 260.1199.

### Statistical analysis

The results are presented as mean ± SEM with a minimum of three replicates unless otherwise specified. Statistical analyses were performed by Student’s *t*-tests or one-way or two-way ANOVA using Prism 8.1 (GraphPad software). When the overall ANOVA revealed a significant effect, the data were further analyzed with the Dunnett, Sidak, or Tukey post hoc test to determine specific group differences. *P* values indicated on the graphs: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplemmentary Information

Peer Review File

Reporting Summary

## Data Availability

Data generated or analyzed during this study are included in this article and in supplementary information files and are available from the corresponding author. The RNA-seq data generated in this study have been deposited in NCBI Gene Expression Omnibus (GEO) under the accession code GSE186924. The following publicly available data sets were used in the production of this manuscript: PDB ID: 6JFL, 2J69, 6JFL, 6JFK, 5GOE, and 1T3J. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

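RNA-seq counts from 6 libraries of WT MEFs were analysed: 2 with vehicle, 2 with 1 μM MASM7 for 6 h and 2 with 20 μM MFI8 for 6 h. The duration of the vehicle treatment is not given in the sample labels. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with STAR, counted the reads on exons with featureCounts and deposited raw counts per gene, which are whole numbers. The authors' normalized counts, a signal on the scale of counts, are the raw counts divided by 1 size factor per library. These size factors were between 0.855 and 1.15 and equalled those that DESeq2 1.42.0 gives on the raw counts. The authors also deposited TPM values, which sum to the same total in each library. The annotation release, strand setting and gene lengths behind these values are not named in the paper's text. Alignment and counting are already in the deposited values and were not repeated.

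The 6 libraries had 22924037 and 25068530 counts with vehicle, 29881032 and 30611501 with MASM7, and 22791792 and 30677751 with MFI8. Between 20599 and 21558 genes had counts in a library. The 10 most highly counted genes took 4.22% to 4.34% of the counts, and TMM factors were between 0.991 and 1.01. Mitochondrially encoded genes took 1.66% and 1.82% of the counts with vehicle, 1.61% and 1.51% with MASM7, and 1.37% and 1.43% with MFI8.

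Of the 55291 genes listed, 14290 passed edgeR's filterByExpr. Raw counts were fitted in edgeR 4.0.16 under R 4.3.3 with TMM normalization, 1 coefficient per group and all 6 libraries together, and tested with the quasi-likelihood F test and Benjamini-Hochberg adjustment at 0.05. The common dispersion was 0.00394. Standard errors were the size of the log2 fold change divided by the square root of F. Values of CPM used TMM factors, and log2 CPM of single libraries added a prior count of 2. Gene sets were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, two-sided. The genes of Fig. 4g and Fig. 6d were copied from the panels by hand. A total of 15 other gene sets were written out by gene name, and their 30 tests against vehicle were adjusted together. Figure panels, gene sets and the comparison of the compounds used the same fit.

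The pairing came from the replicate numbers in the column labels, since the paper's text names no pair or batch. The fit without pairing is reported as the result, and the fit with the replicate number as a block is given beside it. Counts were simulated at this number of libraries, with 200 changed genes that each had a log2 fold change of 1 in size. Of these genes, edgeR recovered 88%, with 10.2% of its calls false. With a replicate effect added to the simulated counts, edgeR without the block called 0 genes, while edgeR with the block recovered 88% with 9.28% of its calls false, and DESeq2 without the block recovered 74% with 0% false. With no changed genes, edgeR called 1 gene without the block and 4 with it. With a GC trend in 1 group and no changed genes, edgeR called 11 genes without the block and 2 with it, and DESeq2 called 99.

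The alternatives were DESeq2's size factors in edgeR, library size alone, no filter beyond 1 count in any library, at least 10 counts in every library, only the 2 groups compared, the replicate block, the DESeq2 Wald test, and limma on log2(TPM + 1) for genes with TPM of at least 1 in 2 libraries. Gene sets were also tested with the inter-gene correlation estimated and with the self-contained test fry, and every library was left out in turn. Camera with that estimate judges a set against the spread of 6 libraries instead of the number of genes. A test lost that way cannot separate members that vary together from too few libraries. Added later were offsets for GC content and transcript length, fitted per library by lowess with a span of 0.3, and combinations of the replicate block with those offsets, with DESeq2 and with the other set tests. GC content and transcript length came from GENCODE vM21, which matched 53292 of the listed symbols and 97.9% of the genes tested. Values of the replicate 1 and replicate 2 libraries alone were added as well.

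Genes were named by a rule fixed in advance. It took the 5 largest rises and the 5 largest falls for each compound among genes past the threshold whose libraries did not overlap with vehicle, the 3 genes of each figure panel with the smallest p in each direction, genes of Fig. 4g past the threshold for MASM7, Mfn1, Mfn2 and the genes the paper names, and the 3 members with the smallest p of each set that passed. Since 0 genes passed without the block, its first part gave no names without the block. That part was also applied to the fit with the block, which the rule did not mention. Other genes named singly were chosen after their values were seen. An exact permutation test cannot go below 0.333 with 2 libraries against 2, so no test of single genes by permutation was made. Permuted group labels and tests for an outlying library were left out for the same reason, since both need larger groups. Reads were not used here.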

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

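The tests with the correlation between genes estimated, the count of aryl hydrocarbon receptor targets lower with MFI8 than with vehicle, and the tests of library scaling and of GC content and length for every set here except the mitochondrially encoded genes, the NRF2 targets and the integrated stress response were chosen only after the results were seen. Each set named here has genes the paper does not discuss, or in the mitochondrially encoded genes a set that it draws among nuclear-encoded ones, and each shifted so that both treated libraries lay on the same side of both vehicle libraries. With 2 libraries against 2, that position has no exact test below 0.333, and the p-values take genes as their units. Values are medians of log2 fold changes, with p from camera adjusted over 30 tests. The 2 compounds were given at different concentrations, 20 μM and 1 μM, so that compound and concentration cannot be told apart.

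With MFI8, the 7 mitochondrially encoded genes had a median of -0.36 (p = 3.1e-16, not an exact test, and adjusted p = 4.6e-15), with 6 of them lower. The median was -0.35 with scaling by library size alone and -0.36 with DESeq2's size factors, and the replicate pairs gave -0.32 and -0.39, so that neither scaling nor a single pair accounts for it. With offsets for GC content and transcript length it was -0.19, so these properties can account for part of the fall but not for all of it. With the correlation between genes estimated, p was 0.029 before adjustment, and it did not pass when all 30 tests were adjusted together. Reads shared with nuclear copies of mitochondrial sequences were not tested, and 6 of the 13 genes had almost no counts in any group. Whether MFI8 lowered these transcripts was left open.

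NRF2 targets had a median of 0.13 with MFI8 (n = 24 genes, p = 2.5e-09, adjusted p = 1.9e-08), with 20 of 24 higher. The camera p was 1.3e-09 with library size alone, 1.2e-10 with the GC and length offsets, 2.7e-04 without the 3 members with the smallest p and 0.030 with the correlation between genes estimated, and the replicate pairs gave 0.081 and 0.17. Immediate early genes had a median of 0.33 with MFI8 (n = 27 genes, p = 1.1e-12, adjusted p = 1.1e-11), with 23 of 27 higher. Their p was 1.0e-12 with library size alone, 1.8e-11 with the offsets and 2.0e-08 without the 3 members with the smallest p. It was 0.034 with the correlation estimated. The replicate pairs gave 0.16 and 0.44, so replicate 2 carried more of the shift. Library size alone moves all genes alike and camera compares genes with genes, so its p could not decide on scaling. That scaling moved log2 fold changes with MFI8 by 0.011 overall, against medians of 0.13 and 0.33. None of the other tests alone accounted for either shift. With the correlation estimated and all 30 tests adjusted together, however, neither set passed. With the block added, p was 0.098 for the NRF2 targets and 0.078 for the immediate early genes. Immediate early genes were higher with MASM7 too, with a median of 0.11, 21 of 27 genes higher and an adjusted p of 0.013, but under the offsets the p with MASM7 was 0.47, so GC content or length can account for that test. A response to MFI8 may underlie the shifts of the NRF2 targets and of the immediate early genes with MFI8, as hypotheses that these libraries leave open. Libraries from more cultures, numbered by culture, would test them.

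Genes of the integrated stress response had a median of 0.25 with MFI8 (n = 26 genes, p = 6.5e-20, adjusted p = 1.9e-18), with 23 of 26 higher. The p was 7.0e-20 with library size alone, 1.1e-20 with the offsets and 6.2e-13 without the 3 members with the smallest p, and the pairs gave 0.20 and 0.30. With the correlation between genes estimated it was 0.091, and 0.048 with the block added (0.044 with the block and fry), all before adjustment, so whether members that vary together account for the test was not settled. The set was also higher with MASM7, with a median of 0.13, 24 of 26 genes higher and an adjusted p of 2.0e-04 (5.2e-07 with the block). Before adjustment, its p with MASM7 was 0.35 with the correlation estimated (0.18 with the block) and 0.38 with fry (0.15 with the block). The set was higher with MASM7 in both same-numbered pairs (0.11 and 0.21), although the libraries overlapped with vehicle when the numbers were set aside. Cholesterol synthesis and uptake genes had a median of -0.13 with MFI8 (n = 23 genes, p = 7.3e-06, adjusted p = 4.4e-05), with 20 of 23 lower. Their p was 7.2e-06 with library size alone, 1.3e-07 with the offsets and 0.0011 without the 3 members with the smallest p. It was 0.19 with the correlation estimated, so this test was lost. With 2 libraries per group, that loss cannot tell whether members that vary together account for it. The replicate pairs were uneven, at -0.20 and -0.041 with MFI8. The set was lower with MASM7 too, with a median of -0.085, 17 of 23 genes lower and an adjusted p of 0.044. Before adjustment, that p was 0.46 with the correlation estimated. The MASM7 libraries overlapped with vehicle for this set, and the replicate pairs had opposite signs, at -0.13 and 0.029.

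The p53 targets had a median of 0.027 with MFI8 (n = 29 genes, p = 0.0099, adjusted p = 0.021), with 19 of 29 higher. The p was 0.0097 with library size alone, 0.0075 with the offsets and 0.032 without the members shared with the stress and immediate early sets. With the correlation estimated it was 0.062 (0.088 with the block), so the camera test was lost. Whether members that vary together account for that was not settled. With fry the p was 0.031 (0.048 with the block) before adjustment. Neither fry result passed when all 30 tests were adjusted together. The p53 targets had a median of 0.022 with MASM7, with 16 of 29 higher (n = 29 genes, camera p = 0.16). Both MASM7 libraries also lay above both vehicle libraries. Between the compounds the camera p was 0.19 (n = 29 genes), so a rise limited to MFI8 was not shown. Mitochondrial ribosome genes had a median of 0.033 with MASM7 (n = 77 genes, p = 0.0024, adjusted p = 0.0068), with 53 of 77 higher. Their p was 0.0047 with library size alone, 2.1e-05 with the offsets and 0.25 with the correlation estimated. The replicate pairs gave 0.012 and 0.058. Between the compounds the median of this set was -0.059 (n = 77 genes, p = 3.3e-06), with 68 of 77 lower with MFI8 than with MASM7, and the p was 2.7e-05 with library size alone, 1.8e-04 with the offsets and 0.12 with the correlation estimated. Both tests of the mitochondrial ribosome were lost with the correlation estimated, and whether members that vary together account for that was not settled.

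Targets of the aryl hydrocarbon receptor had a median of -0.55 with MFI8 (p = 0.0036, not an exact test, and adjusted p = 0.0090). Only 4 of the 7 listed targets were tested and 3 of them were lower, too few to tell a set from single genes. The p was 0.0027 with library size alone, 0.0068 with the offsets and 0.070 with the correlation estimated. The direction with MFI8 was opposite to that with MASM7, and the difference between the compounds was -1.04 (p = 4.9e-07, not an exact test), again with 3 members lower with MFI8. It was -1.02 and -0.86 in the replicate pairs, and its p was 0.015 with the correlation estimated. Counts were low, with 16 and 46 for Cyp1a1 with vehicle, 90 and 71 with MASM7 and 2 and 23 with MFI8. With only 4 members tested, neither result can tell a shift of the set from changes of single genes.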

How the results depend on the processing

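The offsets for GC content and transcript length, the combinations of the replicate block with another choice, and the values of replicate 1 or replicate 2 alone were chosen after the results were seen, as were DESeq2, limma, fry and leaving out libraries for the other gene sets and limma for single genes. The remaining alternatives were chosen before the data were examined.

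Without the block, 0 genes passed for MFI8 against vehicle, for MASM7 against vehicle and for MFI8 against MASM7, with 1409, 1458 and 1026 genes at an unadjusted p under 0.05. In that order, the numbers that passed were 720, 554 and 439 with the replicate block, 256, 127 and 168 with no filter beyond 1 count in any library, 49, 2 and 29 with the DESeq2 Wald test, 595, 152 and 675 with the block and the GC and length offsets, and 220, 205 and 110 with DESeq2 and the block. With only the 2 groups compared, 0 genes passed for MFI8 (1237 at an unadjusted p under 0.05), 1 for MASM7 and 2 between the compounds. DESeq2's size factors in edgeR, library size alone, at least 10 counts in every library, limma on TPM and the offsets without the block gave 0 genes in all 3 comparisons, with 758 to 1484 genes at an unadjusted p under 0.05. In simulated libraries with a replicate effect, edgeR called 0 of 200 changed genes without the block and 176 with it. Without a replicate effect it called 176 either way. The simulated genes had a log2 fold change of 1 in size. For changes of that size, the number of libraries does not by itself give 0 calls. Whether it hides smaller changes was not simulated. The simulation shows that a replicate effect can hide changed genes of that size from the fit without the block. It does not show which of the 720 and 554 genes changed, since the pairing rests on the labels. Adding the offsets to the block moved the share of called genes that were higher from 55.3% to 41.5% for MFI8, from 57.4% to 36.3% between the compounds and from 64.1% to 67.8% for MASM7, so the balance of directions with the block depends on that correction. The cause of the counts with no filter was not tested. No counts of genes that passed were made with libraries left out, since an arm then has 1 library.

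The p-values of sets take genes as their units, and an exact permutation of the libraries has a floor of 0.333. For the sets of the respiratory complexes and the panels, passing here means an unadjusted p under 0.05. For the genes of Fig. 4g, the median with MFI8 was below 0 under every alternative, from -0.050 to -0.014 where a test was made. It no longer passed with the inter-gene correlation estimated (-0.044, p = 0.15), with fry (-0.044, p = 0.061), with the offsets (-0.021, p = 0.23), with the block and the offsets (-0.021, p = 0.19), with the block and the correlation estimated (-0.043, p = 0.25) and with the block and fry (-0.043, p = 0.13). In replicate 2 alone it was -0.021, and it lay between -0.058 and -0.0092 with each library left out. With MASM7 the median reversed with library size alone (-0.0077), which lowered log2 fold changes with MASM7 by 0.011 overall and so accounts for the change of sign, and with limma on TPM (-0.013), passed with the block and the offsets (0.013, n = 73 genes, p = 0.041) and was 0.039 in replicate 2 alone. Between the compounds the median of -0.051 no longer passed with the correlation estimated (p was 0.12) or with fry (p was 0.053). With the block added, it did not pass with the correlation estimated (p was 0.22) or with fry (p was 0.11). This median was -0.028 in replicate 1 alone (53 genes lower) and -0.077 in replicate 2 alone (60 lower), so replicate 2 carried more of the shift. Over all settings with a test, it lay between -0.064 and -0.0074. The nuclear-encoded genes of the panel kept a median below 0 with MFI8 under the offsets (-0.019, and -0.018 with the block), but the direction of the test turned to higher (n = 68 genes, p = 0.77 and 0.75). Their test was also lost with the correlation estimated (p was 0.47, and 0.57 with the block), with fry (0.33, and 0.46 with the block), with library size alone (0.065) and with limma on TPM (0.089). Since the offsets change the values of these genes and the test is lost, GC content or transcript length can account for the test. The cause was not tested for the other changes of the tests.

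For all nuclear-encoded subunits, the median with MFI8 reversed under the offsets (0.0013, and 0.0021 with the block). It reached 0.0072 in another setting, so the offsets were not alone in bringing it above 0. With each library left out it lay between -0.049 and 0.011. With MASM7 its p of 0.032 did not pass when adjusted over the 30 tests of sets (adjusted p = 0.0564). Before adjustment it was lost with library size alone (0.014, p = 0.058), limma on TPM (0.0083, p = 0.17), the correlation estimated (0.025, p = 0.53), fry (0.025, p = 0.36), or the block with either of these (0.025, p = 0.59 and 0.44), and it was -0.018 in replicate 1 and 0.070 in replicate 2. Under the offsets it passed before adjustment (p was 0.0011, and 5.4e-04 with the block). Between the compounds it no longer passed with the correlation estimated (-0.054, p = 0.26), fry (-0.054, p = 0.17), or the block with either (-0.053, p = 0.36 and 0.26). That median was -0.026 in replicate 1 and -0.082 in replicate 2, and from -0.074 to -0.027 with each library left out. For the mitochondrially encoded subunits, the median with MFI8 was below 0 under every alternative, and before adjustment it failed with the block and the correlation estimated (-0.36, p = 0.054) and with the block and fry (-0.36, p = 0.056). Adjusted over the 30 tests of sets, it also failed with the correlation estimated (unadjusted p was 0.029) and with fry (0.017). With MASM7 it reversed under the offsets (0.0016, and 0.0010 with the block). It no longer passed with the correlation estimated (-0.14, p = 0.24), fry (-0.14, p = 0.17) or the block with either (-0.14, p = 0.26 and 0.27), and was -0.029 in replicate 1 and -0.24 in replicate 2. The cause was not tested.

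For the genes of Fig. 6d, the median with MFI8 was above 0 under every alternative and passed in all tests but those with the correlation estimated (0.10, p = 0.10), fry (0.10, p = 0.055), and the block with either (0.098, p = 0.092 and 0.072). It lay between 0.063 and 0.14 with each library left out. With MASM7 it no longer passed with the correlation estimated (0.059, p = 0.40), fry (0.059, p = 0.27), the block with either (0.058, p = 0.34 and 0.27), the offsets (0.023, p = 0.097) or the block and the offsets (0.024, p = 0.082), and it lay between 0.035 and 0.067 with each library left out. Between the compounds it no longer passed with the correlation estimated (0.037, p = 0.22), fry (0.037, p = 0.16) or the block with either (0.034, p = 0.16 and 0.15). The cause was not tested.

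Of the 30 tests of the other gene sets, 16 passed, and 0 passed with the correlation estimated, with fry, or with the block and either of them. Of the tests of Mfn1, Mfn2 and the mitochondrial biogenesis genes, 0 passed (5 at an unadjusted p under 0.05), against 1 with the block and 1 with DESeq2 and the block, both for Pprc1 with MASM7. Among 17 results for other sets, 14 were weaker with the correlation estimated and 13 with fry. Among 104 results for single genes, 57 were stronger with the block, 43 with no filter, 40 with the block and the offsets, 17 with DESeq2 and the block and 13 with DESeq2 alone. Some of these genes were named because they passed with the block, so that part of the 57 was fixed by the choice of genes.

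Some single genes reversed. Without the offsets, the changes with MASM7 were -0.14 for mt-Nd1, -0.16 for mt-Nd2, -0.082 for Dnm1l and -0.076 for Tfb2m, so that the offsets removed falls that were not near 0. With MFI8, Ssbp1 was 0.0022 with no filter, 0.0052 with library size alone, 0.019 with limma on TPM, and 0.052 and 0.051 with the offsets without and with the block, Dnm1l was 0.021 and 0.020 with those offsets, and Polg was -0.033 and -0.034. With MASM7, Ssbp1 was 0.0071 with no filter and 0.085 with the offsets, with or without the block, and Dnm1l was 0.012 and 0.010 with the offsets. For MASM7, Mfn2 was -9.95e-04 with library size alone, -0.0070 with limma on TPM and -0.043 with the offsets, with or without the block, and Tfb1m was -0.0044 with library size alone and -0.0087 with limma on TPM. Also for MASM7, Tfb2m was 2.33e-04 and 0.0014, mt-Nd1 was 0.015 with both, and mt-Nd2 was 0.0016 and 0.0010 with the offsets without and with the block. Library size alone raised log2 fold changes with MFI8 by 0.011 and lowered those with MASM7 by 0.011 overall, which accounts for its 3 reversals, and the cause of the others was not tested.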

Differences from the paper's values

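The number of genes of Fig. 4g that were lower with MFI8 was 50 here, against the paper's about 55 in Fig. 4g, read by eye. The number that were higher was 23 against the paper's about 16 in Fig. 4g, read by eye. Without vehicle replicate 1 these counts were 38 lower and 35 higher, and without vehicle replicate 2 they were 59 and 14. With limma on TPM they were 43 and 30. Of the genes drawn lower or higher in the panel, 70 were tested and 7 had the opposite direction in the fit of all libraries. These genes, chosen after their values were seen, were Ndufa2 (0.015), Ndufb6 (0.015), Ndufc1 (0.051), Cox5b (0.054), Atp6ap1 (0.036) and Atp6v0e (0.0070), which the paper draws lower with MFI8, and Sdha (-0.0054), which it draws higher. In the replicate 1 libraries alone, a comparison chosen after seeing the values, these 7 genes had the direction the paper draws. The paper describes Fig. 4g as nuclear-encoded genes of respiratory complexes, and 6 of its drawn genes are encoded by mitochondrial DNA. Another 7 are V-ATPase or Na/K-ATPase genes, all higher with MFI8 here.

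The paper states that several nuclear-encoded subunits were reduced by MFI8, and 0 genes of Fig. 4g passed here (15 at an unadjusted p under 0.05). Nuclear-encoded genes of the panel passed as lower only in 2 settings. These were Cox7b with the replicate block, an alternative set before the data were examined, and Atp5c1 with the block and the offsets for GC content and length, chosen after seeing the values. The settings that called the mitochondrially encoded mt-Nd1, mt-Nd2, mt-Nd4, mt-Nd5 and mt-Cytb as lower were the replicate block, DESeq2 (the tool that the paper's methods name), no filter beyond 1 count in any library, and, chosen after seeing the values, DESeq2 with the block and the block with the offsets. The paper states that MASM7 altered selected genes of the panel, and 0 passed here (8 at an unadjusted p under 0.05). Atp5g1, Ndufs7 and Atp5d passed with the replicate block, and Atp5g1 passed with DESeq2 and the block and with the block and the offsets, the last 2 settings chosen after seeing the values.

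The paper states that several genes of Fig. 6d rose with MFI8, and 0 passed here (10 at an unadjusted p under 0.05), although 48 of the 54 were higher. The settings in which genes of the panel passed were the replicate block with 11, no filter beyond 1 count in any library with 7 and DESeq2 with 2 (Ddit3 and Gadd45a), all set before the data were examined, and the block with the offsets with 8, chosen after seeing the values. The paper states that mitochondrial biogenesis markers were unaltered, and its methods name q-PCR for such genes, so the RNA-seq values here come from another assay. With the replicate block, Pprc1 was higher with MASM7 by a log2 fold change of 0.16 (adjusted p = 0.0437 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and from 0.0404 to 1 over all alternatives).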

Other observations

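All tests given here that offer an explanation were chosen only after the results were seen, apart from those of the genes called with the block, of the lysosome and heat shock sets without their 3 leading members, of the Fig. 6d genes without shared members, and of the correlation between the compounds.

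Mfn1 and Mfn2 had log2 fold changes of -0.089 and 0.065 with MFI8 and of -0.12 and 0.0098 with MASM7. Their adjusted p-values by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.610, 0.707, 0.488 and 0.963. Together with 13 mitochondrial biogenesis genes, these genes lay between -0.24 and 0.23 with MFI8 and between -0.14 and 0.21 with MASM7. Of these 15 genes, 0 passed for either compound, with 2 at an unadjusted p under 0.05 for MFI8 and 3 for MASM7. The change of Apaf1 was 0.042 with MFI8 and -0.17 with MASM7, and that of Dnm1l was -0.039 and -0.082.

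With the replicate block, 150 genes were called for both compounds, 148 of them in the same direction. With the GC and length offsets added to the block, 595 genes were called for MFI8 and 152 for MASM7. For MFI8 the higher genes went from 398 to 247 and the lower ones from 322 to 348, so the total hides a change in which genes were called. In simulated libraries with a GC trend in 1 group, the block fit called 2 genes. The part of GC content or length in either number was therefore left open. Across genes, which are not independent replicates, the log2 fold change of MASM7 had a Spearman correlation of 0.442 with GC content and that of MFI8 of 0.296.

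The log2 fold changes of the compounds were alike across genes, with a Pearson correlation of 0.572. With the offsets it was 0.55. Differences that shared a vehicle library had correlations of 0.515 and 0.577, while differences that shared no library had correlations of 0.0869 and 0.132. The shared vehicle libraries can therefore account for most of the likeness, and genes are not independent replicates.

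The colours of Fig. 4g were compared with the values of the 3 groups. The row z-scores of the replicate 1 libraries had a Pearson correlation of 0.999 with the colours read from the panel, across its cells, and those of the means of both replicates had 0.785. The next best of 27 combinations of libraries had 0.918. These values are consistent with a panel drawn from 1 library per group. For Fig. 6d, the means and the replicate 2 libraries could not be told apart.

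For the genes of Fig. 4g with MFI8, the camera p was 0.23 with the offsets, 0.034 without the mitochondrially encoded genes and 0.15 with the correlation between genes estimated, and the replicate pairs had medians of -0.066 and -0.021. GC content or length can account for the test. The test was also lost with the correlation estimated, but whether members that vary together account for that was not settled. Both pairs had medians below 0, but replicate 1 carried most of the shift. The panel was drawn from these libraries, and its colours match replicate 1, so its tests in them, and in replicate 1 above all, may count genes picked for the pattern. The panel was also set against 10000 random lists of as many tested genes, drawn to match its genes in mean expression. Its median lay at percentile 0.01 in replicate 1, at 9.37 in replicate 2 and at 0.31 in all libraries. For the nuclear-encoded genes of the panel, the percentile in replicate 2 was 20.31.

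For the genes of Fig. 6d with MFI8, the median was 0.086 without the members shared with the stress, immediate early and NRF2 sets, and the camera p was 4.8e-09 with the offsets. A list of DNA repair families had 47 of 82 genes higher with MFI8 than with vehicle (n = 82 genes, camera p = 0.36). It was higher with MFI8 than with MASM7, with 53 of 82 genes higher (n = 82 genes, camera p = 0.040, and 0.11 with the offsets), so a smaller general shift was not ruled out. With the correlation between genes estimated, the p of the panel was 0.10, so its test was lost. Whether members that vary together account for that was not settled. This panel was also drawn from these libraries, so its test in them may count genes picked for the pattern.

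Lysosome and V-ATPase genes had a median of 0.058 with MFI8 (n = 30 genes, p = 5.3e-05), with 23 of 30 higher and with overlapping libraries. The p was 2.5e-05 with library size alone, 7.5e-07 with the offsets, 0.012 without the 3 members with the smallest p and 0.13 with the correlation estimated. Heat shock and unfolded protein genes had a median of 0.10 with MFI8 (n = 24 genes, p = 0.0012), with 19 of 24 higher and with overlapping libraries, and their p was 9.2e-04, 1.9e-04, 0.024 and 0.37 in the same order. Both tests were lost with the correlation estimated, and whether members that vary together account for that was not settled.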
